# The Mediator kinase module enhances polymerase activity to regulate transcriptional memory after heat stress in Arabidopsis

**DOI:** 10.1038/s44318-023-00024-x

**Published:** 2024-01-16

**Authors:** Tim Crawford, Lara Siebler, Aleksandra Sulkowska, Bryan Nowack, Li Jiang, Yufeng Pan, Jörn Lämke, Christian Kappel, Isabel Bäurle

**Keywords:** Heat Stress, Transcriptional Memory, CDK8, Mediator Kinase Module, RNA Polymerase II, Chromatin, Transcription & Genomics, Plant Biology

## Abstract

Plants are often exposed to recurring adverse environmental conditions in the wild. Acclimation to high temperatures entails transcriptional responses, which prime plants to better withstand subsequent stress events. Heat stress (HS)-induced transcriptional memory results in more efficient re-induction of transcription upon recurrence of heat stress. Here, we identified CDK8 and MED12, two subunits of the kinase module of the transcription co-regulator complex, Mediator, as promoters of heat stress memory and associated histone modifications in Arabidopsis. CDK8 is recruited to heat-stress memory genes by HEAT SHOCK TRANSCRIPTION FACTOR A2 (HSFA2). Like HSFA2, CDK8 is largely dispensable for the initial gene induction upon HS, and its function in transcriptional memory is thus independent of primary gene activation. In addition to the promoter and transcriptional start region of target genes, CDK8 also binds their 3ʹ-region, where it may promote elongation, termination, or rapid re-initiation of RNA polymerase II (Pol II) complexes during transcriptional memory bursts. Our work presents a complex role for the Mediator kinase module during transcriptional memory in multicellular eukaryotes, through interactions with transcription factors, chromatin modifications, and promotion of Pol II efficiency.

## Synopsis

Enhanced re-induction of gene expression is a hallmark of priming and memory after heat stress. This study shows that HSFA2 recruits the Mediator kinase module to memory genes and thus promotes RNA polymerase II for transcriptional hyper-induction upon recurrent heat.

- Mediator kinase module subunits CDK8 and MED12 are required for transcriptional memory after heat stress.
- Heat-induced transcription factor HSFA2 recruits CDK8 to memory gene loci.
- CDK8 is associated with the promoter and also the body of target loci, where it enhances the activity of RNA Polymerase II in a kinase-dependent manner.
- CDK8 is required to resolve unproductive RNA polymerase II complexes in the bodies of these genes.

## Abstract (web summary)

The heat-induced HSFA2 transcription factor enables specific genes to remember this stress by recruiting CDK8 to boost RNA Pol II.

## Introduction

Exposure to a moderate stress primes plants to better withstand recurrent stress events (Conrath, 2011; Hilker et al, 2016; Lämke and Bäurle, 2017). Boosting the primability of crop plants against abiotic and biotic stresses will enable us to secure their growth and yield under climatic scenarios with more frequent extreme weather conditions (Bita and Gerats, 2013). Biotic and abiotic stressors, including pathogen attack, drought, salt stress, and heat stress (HS) prime gene expression and thus modify transcriptional responses after recurrent stress exposure (Jaskiewicz et al, 2011; Ding et al, 2012; Kim et al, 2012; Singh et al, 2014; Conrath et al, 2015; Feng et al, 2016; Lämke and Bäurle, 2017; Oberkofler et al, 2021). Such modified responses entail the sustained induction of genes, which persists for several days after the priming stress (known as type I transcriptional memory), and the enhanced re-activation of gene expression after a recurrent HS (type II transcriptional memory) (Lämke et al, 2016; Liu et al, 2018). A similar priming of transcriptional responses occurs in sugar metabolism genes of yeast when it is challenged with an alternative carbon source (D’Urso and Brickner, 2014; D’Urso et al, 2016; Ng et al, 2003) and in the mammalian interferon-γ response (Light et al, 2013). In all of these examples, the transcriptional memory is tightly correlated with hyper-methylation of histone H3 lysine 4 (H3K4me2/3) (Ng et al, 2003; D’Urso et al, 2016; Ding et al, 2012; Jaskiewicz et al, 2011; Feng et al, 2016). In yeast and mammalian cells, H3K4me3 marks recent passage of Pol II and may modify gene loci for rapid re-activation (Ng et al, 2003; D’Urso et al, 2016).

HS memory in *Arabidopsis thaliana* is a model case for transcriptional memory in plants (Oberkofler et al, 2021). Genes that display type I and type II transcriptional memory after HS were identified and a number of components that regulate transcriptional memory were isolated (Stief et al, 2014; Brzezinka et al, 2016; Lämke et al, 2016; Liu et al, 2018; Friedrich et al, 2021). However, the underlying molecular mechanisms, especially those of type II memory, are not understood.

The HEAT SHOCK TRANSCRIPTION FACTORS (HSF) HSFA2 and HSFA3 are required for both types of HS-induced transcriptional memory (Charng et al, 2007; Lämke et al, 2016; Friedrich et al, 2021). In general, members of the HSF family promote transcriptional responses to high temperatures across eukaryotes, in addition to tumorigenesis and aging responses (Li et al, 2017; Gomez-Pastor et al, 2018). Eight of the 21 HSF proteins in *A. thaliana* have been implicated in the HS response (Scharf et al, 2012; Yeh et al, 2012; Ohama et al, 2017). The early HS response is orchestrated by the constitutively expressed *HSFA1* genes (Scharf et al, 2012; Ikeda et al, 2011; Nishizawa-Yokoi et al, 2011; Liu et al, 2011; Yoshida et al, 2011; Yeh et al, 2012). HSFA1 proteins are activated by release from chaperone binding partners when the chaperones are diverted to other proteins with HS-induced folding problems. Once activated, HSFA1 proteins induce transcription of HS response genes, including chaperones and other HSF genes, until they are eventually inhibited by available chaperones (titration model). The HS-induced HSFA2 and HSFA3 proteins are specifically required for HS memory, and are not involved in the immediate early HS responses. They directly activate genes that show transcriptional memory, such as *APX2* and *HSP22*, and also mediate sustained histone H3K4 hyper-methylation of these genes (Lämke et al, 2016; Friedrich et al, 2021; Kappel et al, 2023). Decreasing H3K4me3 at the *APX2* locus by epigenetic editing decreases HS memory, corroborating a causative role for this chromatin modification in HS memory (Oberkofler and Bäurle, 2022).

Upon DNA binding transcription factors (TFs) activate transcription by promoting the formation of the pre-initiation complex (PIC), the opening of DNA and eventually transcriptional initiation by RNA Polymerase II (Pol II) (Roeder, 2005; Cramer, 2019). Mediator is one of several co-activator complexes that assist this process by regulating the assembly of the PIC and coordinating almost every aspect of transcription (Bourbon, 2008; Kornberg, 2005; Ohama et al, 2021). The highly conserved Mediator complex consists of at least 21 protein subunits, organized into four modules: a core complex (cMed), with head, middle and tail modules (where the tail generally makes contacts with the DNA-bound TFs and the head and middle make contact with Pol II) and a reversibly dissociable cyclin kinase module (CKM) (Abdella et al, 2021; Rengachari et al, 2021; Aibara et al, 2021; Chen et al, 2022b; Tsai et al, 2013, 2014; Nozawa et al, 2017; Robinson et al, 2016; Chen et al, 2021; Li et al, 2021). The role of the CKM is less well understood; it appears to act as an interface between cell signalling and transcription and functions as both an activator and a repressor (Luyties and Taatjes, 2022; Fant and Taatjes, 2019). The CKM consists of the CYCLIN-DEPENDENT KINASE 8 (CDK8), MEDIATOR (MED)12, MED13 and Cyclin C proteins. The primary function of the CKM may be to regulate the interaction of Pol II with cMed during transcription: by sterically blocking the association of cMed with Pol II, it acts as a repressor, but CDK8 can also phosphorylate itself and target proteins to position Pol II for transcription activation (Tsai et al, 2013; Chen et al, 2021; Osman et al, 2021; Rengachari et al, 2021).

Biochemical analyses suggest a conserved subunit composition and structure for plant Mediator (Bäckström et al, 2007; Guo et al, 2020; Mathur et al, 2011; Maji et al, 2019). Plant Mediator subunits are involved in various stress and developmental signalling pathways (Cevik et al, 2012; An et al, 2017; Wang et al, 2019; Zhang and Guo, 2020; Chen et al, 2022a). The plant CKM seems to function as a positive regulator of gene expression in response to environmental stimuli, including drought, cold and biotic stress (Ng et al, 2013; Chen et al, 2019; Crawford et al, 2020; Zhu et al, 2020). The cMed subunits MED14 and MED17 have been implicated in the activation of HS-inducible genes (Ohama et al, 2021).

Here, we identified two subunits of the CKM that are required for the enhanced re-induction of HS memory genes after recurrent HS and for physiological HS memory. HSFA2 recruits CDK8 to common target loci, and both proteins target overlapping sets of memory genes. At these genes, CDK8 promotes H3K4 hyper-methylation and interactions with cMed. We show that the kinase activity of CDK8 is required for regulation of HS memory genes. After recurrent HS, CDK8 binds not only to the promoter, but also the gene body of memory genes, where it affects Pol II dynamics. Our findings indicate that CDK8 is involved in regulating Pol II activity by resolving blocked Pol II complexes and/or by efficiently recycling it for additional transcription cycles.

## Results

### *REINDUCTION* (*REIN*) genes are required for enhanced re-induction of *APX2* after recurring HS

To identify regulators of HS-induced transcriptional memory we performed a forward mutagenesis screen for modifiers of *pAPX2::LUCIFERASE (LUC)* hyper-induction after recurrent HS, where a 592 bp promoter fragment of *APX2* confers HS-induced transcriptional memory onto the *LUC* reporter (Liu et al, 2018). We recovered three mutants with reduced LUC activity after recurrent HS (priming and triggering, P + T) relative to the parent (Fig. 1A,B), but normal or largely normal activity after a single HS (P or T); we called these mutants *reinduction* (*rein*) *1-1*, *rein1-2*, and *rein2*. In line with this finding, all three *rein* mutants displayed defective HS memory at the physiological level (Fig. 2A,B, see below), indicating that HS-induced transcriptional memory is required for physiological HS memory.

**Figure 1:**
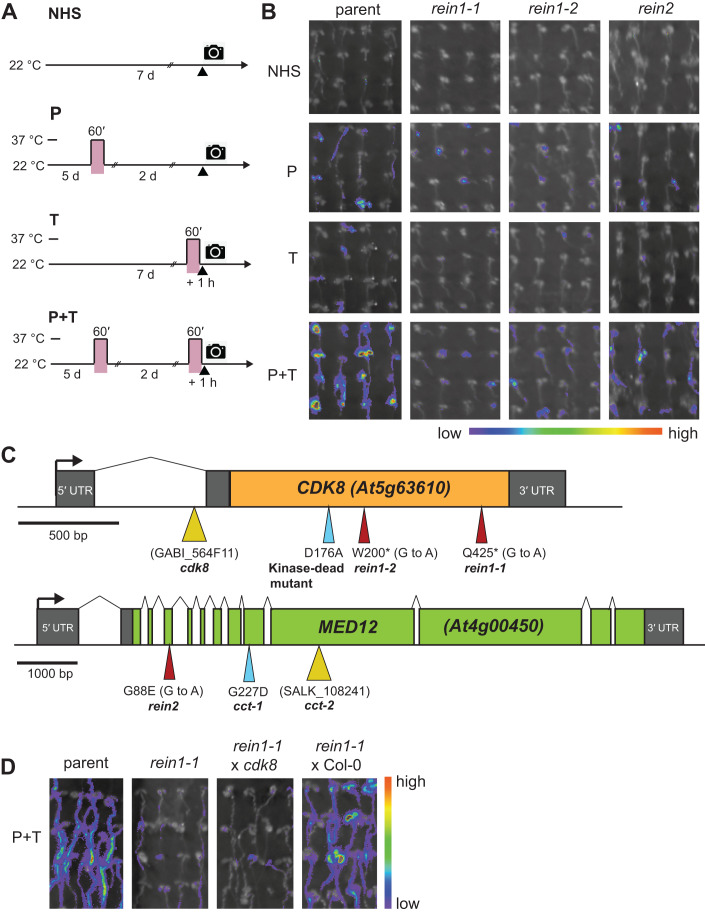
CKM mutants are required for HS-induced transcriptional memory. (**A**) Treatment scheme for LUC-based HS memory assay. 5 d-old seedlings were subjected to the indicated treatments (no HS (NHS) or a single HS on d 5 (P) or d 7 (T), or recurrent HS on d 5 and d 7 (P + T)). LUC activity from the *pAPX2::LUC* reporter gene was monitored on d 7 with 1 h recovery after T. (**B**) Bioluminescence signal of seedlings of *rein1-1*, *rein1-2, rein2* mutants and their parental line after the indicated treatments. The signal intensity was converted to the indicated false colour scale. (**C**) Schematic representations of the *CDK8* and *MED12* loci. The positions of EMS-induced mutations, T-DNA insertion sites and induced mutations are indicated. (**D**) Allelism of *rein1-1* and *cdk8*. Bioluminescence in seedlings after repeated HS (P + T) was not complemented in the F1 progeny of *rein1-1* crossed with *cdk8*, but was complemented after crossing to Col-0. Source data are available online for this figure.

**Figure 2:**
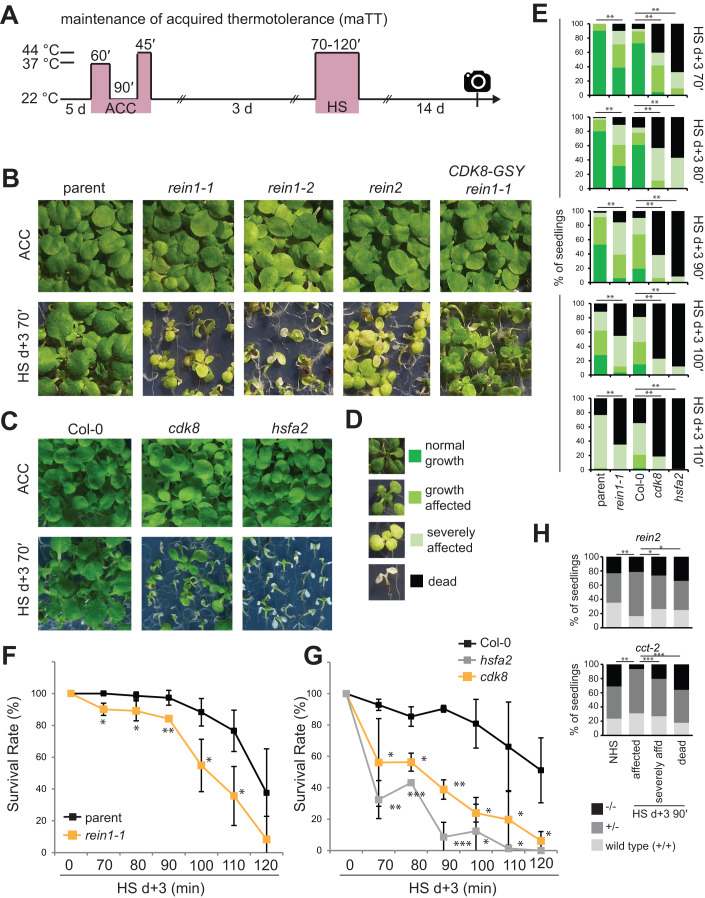
The CKM is required for physiological HS memory. (**A**) Treatment scheme for HS memory (maintenance of acquired thermotolerance) assay. Seedlings were exposed to a HS (44 °C for 70-120 min) 3 d after ACC (which was applied 5 d after germination). Survival and phenotypic category were analysed after 14 d of recovery (camera symbol). Three or four biological replicate experiments were performed. (**B**, **C**) Representative HS memory assay with the *rein1-1, rein1-2* and *rein2* mutants, the complementing *CDK8-GSY rein1-1* line and the parent (**B**), as well as the *cdk8* and *hsfa2* mutants and Col-0 wild type (**C**). (**D**) Examples of phenotypic categories used in (**E**, **H**). (**E**) Distribution of phenotypic categories for *rein1-1, cdk8, hsfa2*. Asterisks indicate significant differences to their respective controls. **p < 0.005; Fisher’s exact test. (**F**, **G**) Survival rates for *rein1-1*, *cdk8*, *hsfa2*. Error bars indicate the mean ± SEM of three independent biological replicate experiments. Asterisks indicate significant differences to their respective controls. *p < 0.05; **p < 0.005; ***p < 0.0005, unpaired, two-tailed *t* test. (**H**) Co-segregation of *rein2* and *cct-2* alleles and reduced HS memory, measured at HS d + 3 90ʹ. Individual seedlings from a family segregating for the indicated mutant were phenotyped and genotyped. Higher damage classes are enriched for homozygous mutants, indicating a defective HS memory in *rein2* and *cct-2*. *p < 0.05; **p < 0.01, ***p < 0.001, determined by *X*^2^ test. Source data are available online for this figure.

### *REIN1* and *REIN2* encode components of the CKM

To identify the genetic lesions underlying the re-induction phenotype in the *rein* mutants, we combined recombination breakpoint mapping and genome re-sequencing. In *rein1-1*, we found a nonsense mutation in exon 2 of the *CDK8* gene (*At5g63610*) that introduced a premature stop codon in place of Gly425 (Fig. 1C). In *rein1-2*, a nonsense mutation in the same exon introduced a stop codon in place of Trp200 (Fig. 1C), indicating that *rein1-1* and *rein1-2* are allelic. In *rein2* we detected a missense mutation in exon 3 of *MED12* (*At4g00450*, Fig. 1C), introducing a missense mutation (Gly88Glu) in the N-terminal domain that in human cells is required for regulating CDK8 activity (Knuesel et al, 2009b; Klatt et al, 2020; Luyties and Taatjes, 2022). To confirm that *rein1-1* and *rein1-2* are allelic to *cdk8*, we crossed them with a characterized *cdk8* T-DNA line (Crawford et al, 2020) and analysed *pAPX2::LUC* re-induction in the progeny. The F1 progeny of *rein1-1* x *cdk8* and *rein1-2* x *cdk8*, but not *rein1* x Col-0, showed strongly reduced re-induction of *pAPX2::LUC* after P + T (Fig. 1D, Appendix Fig. S1A). A corresponding result was obtained after crossing *rein2* to the *cct-1* mutant allele of *MED12* (Appendix Fig. S1B; Gillmor et al, 2010), and after crossing the *rein1-1* and *rein1-2* lines (Appendix Fig. S1C), respectively. In addition, a genomic construct expressing *pCDK8::CDK8-GSYellow* (*GSY*) complemented the physiological HS memory phenotype of *rein1-1* (Fig. 2B). Thus, loss of CKM function causes the HS memory defects in *rein1* and *rein2*.

### *CDK8* and *MED12* are required for physiological HS memory

We next assessed the physiological HS memory of *rein1, rein2*, *cdk8* and *med12* by treating seedlings with a strong HS 3 d after an acclimating HS (ACC) (maintenance of acquired thermotolerance (maTT) assay, cf. Methods, Fig. 2A; Charng et al, 2007; Stief et al, 2014). The *rein1-1* to *rein2*, *cdk8* and *cct-2* mutants displayed significantly reduced growth and survival relative to the parent, but slightly less severe than *hsfa2* (Fig. 2B–H). To test whether the defect in thermotolerance was specific for the memory phase, we also tested their acquisition of thermotolerance (aTT), i.e. the capacity to withstand a strong HS immediately after ACC, as well as their basal thermotolerance (bTT), i.e. the capacity to withstand a strong HS without prior acclimation. *Rein1-1* and *rein1-2* displayed slightly reduced aTT (Fig. EV1A–D). BTT was not affected in *rein1-1, rein2*, and only slightly affected in *rein1-2* (Fig. EV2A–D). The *cdk8* T-DNA allele displayed similar phenotypes as *rein1-1* and *rein1-2* in all three assays (Figs. 2D–G, EV1B–D, and EV2B–D). Together, these findings indicate that *CDK8* and *MED12* contribute to physiological HS memory, in addition to a minor role in the acquisition of thermotolerance.

**Figure EV1:**
Acquisition of thermotolerance is slightly impaired in *rein* and *cdk8*. (**A**) Treatment scheme for acquired thermotolerance (aTT) assay. 5 d-old seedlings were exposed to 37 °C for 1 h, recovered at 23 °C for 90 min and subsequently exposed to 44 °C for 140–220 min. Images were taken 14 d later. Three or four biological repeat experiments were performed. (**B**) Representative aTT assay with the *rein1-1, rein1-2* and *rein2* mutants, the complementing *CDK8-GSY rein1-1* line and the parental *pAPX2::LUC* line (upper), and the *cdk8* and *hsfa2* mutants and their parental Col-0 wild type (lower). NHS (non-heat stressed) seedlings are shown as controls for normal growth. (**C**, **D**) Survival rates for *rein1-1* (**C**) and *cdk8, hsfa2* (**D**). Error bars indicate the mean ± SEM of three independent biological replicate experiments. Asterisks denote significant difference of the mutant to the relative control (*p < 0.05; unpaired, two-tailed *t* test).

**Figure EV2:**
Basal thermotolerance is not affected in *rein* and *cdk8*. (**A**) Treatment scheme for basal thermotolerance (bTT) assays. Five-day-old seedlings were exposed to 44 °C for 15-40 min and images were taken 14 d later. The *hsp101* mutant was included as a control for decreased basal thermotolerance. Three or four biological repeat experiments were performed. (**B**) Representative bTT assay with *rein1-1* and its parent line (upper left), *cdk8*, *hsp101* and Col-0 wild type (upper right), *rein1-2* and the parent (lower left), and *rein2* (lower right). Each panel shows representative images from plants grown on the same plates. (**C**, **D**) Survival rates for *rein1-1* (**C**) and *cdk8* (**D**) versus their respective controls Error bars indicate the mean ± SEM of three independent biological replicate experiments.

### CDK8 and MED12 are required for expression of type I and II HS memory genes

We next characterized the transcriptional defects underlying the impaired HS memory in *cdk8/rein1* and *med12*/*rein2*. To assess type II transcriptional memory (enhanced re-induction in response to recurrent HS), we subjected seedlings of *rein1-1, rein1-2, rein2*, and *CDK8-GSY rein1-1*, to a type II HS regime (Fig. 3A) and analysed gene expression by quantitative (q)RT-PCR. Hyper-induction of the described type II memory genes *APX2*, *pAPX2::LUC*, *MIPS2*, *LPAT5*, *XTR6* and *LACS9* (Liu et al, 2018) was significantly reduced in *rein1-1* and *rein1-2* relative to the parent, and was rescued in *CDK8-GSY rein1-1* (P + T relative to T; Fig. 3B). In *rein2*, enhanced re-induction was also significantly impaired for these genes. In contrast, the induction of HS-induced non-memory genes *HSP70* and *HSP101* was not affected, with the exception of a significant reduction of *HSP70* in *rein1-1* after T. These results were confirmed in a time course expression analysis where we sampled every 15 min after the onset of T for 60 min, in primed or naïve plants (Appendix Fig. S2). We also analysed the sustained induction of type I memory genes over 3 d following an ACC treatment. Starting from 28 h after ACC, the expression of *APX2, HSP18.2*, and *HSP21* was significantly reduced in *rein1-1* and *rein1-2* relative to the parent (Fig. EV3A,B). In *rein2*, expression was not affected during the memory phase (Fig. EV3A,B); instead, the initial induction of *APX2, HSP18.2, HSP21* and the non-memory HS-responsive gene *HSP70* were significantly reduced. These results indicate that *CDK8* is required for type I and type II transcriptional memory, while *MED12* is required for type II transcriptional memory. Thus, the CKM promotes HS-induced transcription and its memory.

**Figure 3:**
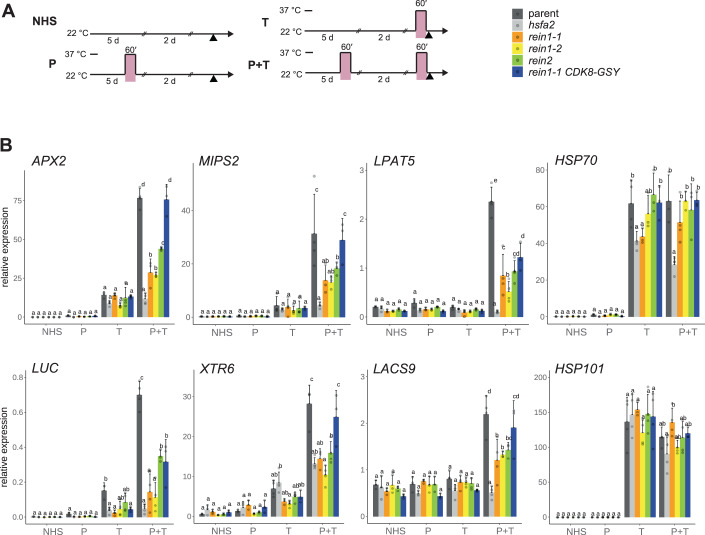
Type II transcriptional HS memory gene expression is impaired in *rein* mutants. (**A**) Treatment schema for the type II HS memory assay. NHS, no heat stress; P, HS on d 5 only (primed); T, HS on d 7 only (triggered); P + T, HS on both d 5 and d 7 (primed + triggered). Each HS consisted of 60 min at 37 °C. Seedlings were sampled at the same time on d 7 (arrowhead). (**B**) Seedlings were treated as indicated and relative transcript levels of six type II memory genes (*APX2*, *pAPX2*::*LUC*, *MIPS2*, *LPAT5*, *XTR6*, *LACS9*) and two HS-induced non-memory genes (*HSP70*, *HSP101*) were measured by qRT-PCR and normalized to the expression of *At4g26410*. Data are mean ± SEM of three to four independent biological replicate experiments, along with individual data points. Transcript levels were statistically evaluated for all genotypes within each timepoint by ANOVA followed by Tukey’s HSD test (*p* < 0.05). Genotypes are assigned one or more letters based on their statistical group. Genotypes sharing one letter are not significantly different. Source data are available online for this figure.

**Figure EV3:**
Type I transcriptional HS memory gene expression is impaired in *rein* mutants. (**A**) Treatment schema for the type I HS memory assay (sustained induction). Seedlings were grown for 5 d before being subjected to either a full ACC (37 °C for 60 min, RT for 90 min, 44 °C for 45 min). Seedlings were left to recover and sampled at 0.5, 4, 28, 52 or 76 h after the end of ACC (or 4 h after NHS). (**B**) Seedlings were treated as indicated and relative transcript levels of three type I memory genes (*APX2*, *HSP18.2*, *HSP21*) and the HS-induced non-memory gene *HSP70* were measured by qRT-PCR and normalized to the expression of *At4g26410*. Data are log_2_(1+mean of relative transcript expression) ± SEM of three independent biological replicate experiments, along with individual data points. Transcript levels were statistically evaluated for all genotypes within each timepoint by ANOVA followed by Tukey’s HSD test (*p* < 0.05). Genotypes are assigned one or more letters based on their statistical group. Genotypes sharing one letter are not significantly different.

### CDK8 and HSFA2 regulate overlapping sets of type II memory genes

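Seedlings of the Col-0 wild type and of T-DNA mutants in *HSFA2* (*hsfa2*) and *CDK8* (*cdk8*) were analysed by RNA-sequencing after 4 treatments. With 3 biological replicates per genotype and treatment, the experiment has 36 libraries in 12 groups. The treatments were no heat stress (NHS), HS on day 5 (P), HS on day 7 (T) and HS on both days (P + T). Each HS lasted 60 min at 37 °C, and all seedlings were harvested on day 7. Polyadenylated RNA was sequenced as read pairs, which the authors mapped to TAIR10 with STAR and counted per gene. The values used here are these counts, without normalization or filtering, for every gene of the annotation.
Between 29409330 and 31224343 read pairs per library were counted on genes, with a median of 30493156. In Col-0 the group medians were 30525217 (range 29729682 to 30868348) at NHS, 30892750 (30385013 to 31200694) at P, 30278632 (29790124 to 31062891) at T and 30360458 (29956826 to 30680023) at P + T. In *hsfa2* they were 31128614 (30474541 to 31224343), 31170202 (29963448 to 31174970), 30511771 (30159881 to 30793614) and 29492261 (29409330 to 30100490), in the same order. In *cdk8* they were 30948606 (29435882 to 31061804), 30775467 (30370070 to 30955313), 30594391 (30195565 to 30673563) and 30143444 (30068186 to 30407088). The paper's reported depth is 67 M reads per sample. The file totals, which include uncounted pairs, had a median of 34084984 pairs, or 68.2 M reads. All values here rest on the pairs counted on genes.
Differential expression was tested with the quasi-likelihood test of edgeR in a model of all 12 groups, after TMM normalization. The filter on low counts (filterByExpr with a minimum count of 10) left 20847 genes. Genes with a Benjamini-Hochberg adjusted p-value under 0.05 and a log2 fold change (log2FC) above 1 or below −1 were called up- or down-regulated, which are the paper's thresholds. The paper made its calls with DESeq2.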

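The targeted genes were examined first. *CDK8* (AT5G63610) had 43.3 CPM (counts scaled to library size) at NHS, 41.9 at P, 16.1 at T and 20.3 at P + T in Col-0, as means of 3 libraries. In *hsfa2* the means were 46.7, 44.2, 16.3 and 19.7 CPM, and in *cdk8* they were 6.81, 6.43, 4.24 and 4.08 CPM. The highest *cdk8* library had 7.15 CPM and the lowest library of the other genotypes 14.0 CPM. The remaining reads amounted to a log2FC of −2.17 at T (standard error 0.12, adjusted p = 1.19e-14) and −2.49 at P + T (standard error 0.12, adjusted p = 8.08e-16) relative to Col-0.
*HSFA2* (AT2G26150) had means of 2.07 CPM at NHS and 0.457 CPM at P in Col-0, 0.756 and 0.423 CPM in *hsfa2*, and 0.789 and 6.95 CPM in *cdk8*. At T its mean was 4759 CPM in Col-0 (range 4610 to 4983) and 1030 CPM in *hsfa2* (894 to 1179). At P + T it was 2801 CPM in Col-0 (2571 to 3016) and 674 CPM in *hsfa2* (630 to 701). The log2FC between *hsfa2* and Col-0 was −2.23 at T (standard error 0.65, adjusted p = 0.377) and −2.05 at P + T (standard error 0.64, adjusted p = 0.0521). The loss was thus not significant over all genes, although the libraries did not overlap (10% of genes would not by chance). The fit has 1 dispersion per gene for all 12 groups, including low and uneven ones (0.524 to 3.66 CPM in Col-0 at NHS). An adjusted p also depends on the other genes of its comparison. These values therefore do not measure the spread of *HSFA2* at T or P + T alone. In *cdk8*, *HSFA2* reached 1447 CPM at T (1368 to 1491) and 1025 CPM at P + T (900 to 1116). The log2FC between *cdk8* and Col-0 was −1.95 at T (standard error 0.64, adjusted p = 0.0274) and −1.63 at P + T (standard error 0.64, adjusted p = 0.0750, and 0.0454 with the replicate number as a block, range over the alternatives 0.0454 to 0.142). The call at T was lost with each genotype fitted alone (adjusted p = 0.0656, range over the alternatives 0.0147 to 0.0656) and without Col-0 T replicate 2 or 3 or any *cdk8* library at T (at most 0.0870), and the value at P + T passed without any *cdk8* library at P (at least 0.00105). One *cdk8* library at P (replicate 1) had 19.9 CPM of *HSFA2*, whereas the lowest of that group had 0.291 CPM.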

To globally assess the contribution of *CDK8* to type II transcriptional memory, we performed RNA-sequencing on *cdk8* and *hsfa2* mutants after a type II HS regime (Fig. 4A). 

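In Col-0, 1809 genes were up-regulated and 3558 down-regulated at T relative to NHS (T/NHS). At P + T relative to P (P + T/P) the numbers were 2028 and 3662, and at P + T relative to T (P + T/T) they were 633 and 340. Among up-regulated genes, 152 were shared by all 3 comparisons, 171 by P + T/P and P + T/T only, and 1302 by T/NHS and P + T/P only. A further 355 genes were up-regulated in T/NHS only, 403 in P + T/P only and 310 in P + T/T only. No gene was up-regulated in T/NHS and P + T/T but not in P + T/P.
The first class is called +/++ and the second 0/+. Of the 152 +/++ genes found here, 145 are among the paper's 152, and of the 171 0/+ genes, 165 are among the paper's 185. Early HS genes, taken as those up-regulated in T/NHS but not in P + T/T, numbered 1657, and 1640 of them are among the paper's 1813. Of the genes on the paper's lists, 3 of the 0/+ and 110 of the early HS genes did not pass the filter on low counts. With DESeq2 in place of edgeR the 3 lists held 154, 183 and 1820 genes.
The 0/+ genes were not all flat at T. In T/NHS, 63 of the 171 rose with an adjusted p-value under 0.05 and a log2FC between 0 and 1, 9 had a log2FC above 1 without significance, and 4 were down-regulated. With the fold change threshold built into the test (edgeR's glmTreat against a log2FC of 1), 46 +/++ and 66 0/+ genes were left, and with any significant increase in P + T/T the lists held 357 and 327. With each library left out in turn, the lists held 134 to 158 and 153 to 186 genes.
The scaling of the libraries affected comparisons with unstressed seedlings. Scaling by library size alone, without the TMM factors, shifted the median log2FC of all genes by −0.77 in T/NHS and by −0.75 in P + T/P in Col-0. The calls became 946 up and 8546 down in T/NHS, and 1136 up and 8595 down in P + T/P. The +/++ list then held 94 genes and the early HS list 852. The shift in P + T/T was 0.02. TMM factors were 1.24 to 1.35 at NHS and P. At T and P + T they were 0.694 to 0.777 in Col-0, 0.713 to 0.784 in *hsfa2* and 0.818 to 0.930 in *cdk8*. Log2FC values and set tests are relative to the TMM scaling. CPM values, and the Kolmogorov-Smirnov tests and medians per library computed from them, use library size.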

Analysis of differential gene expression in Col-0 identified 152 genes displaying +/++ behaviour (up-regulated in T/NHS, P + T/P and P + T/T conditions) and 185 displaying 0/+ behaviour (up-regulated in P + T/P and P + T/T only; Fig. 4B, Dataset EV1). Both gene sets were highly overlapping with a previous microarray-based study (Liu et al, 2018) and included known candidates such as *APX2, MIPS2*, *XTR6* (+/++) and *LPAT5* and *LACS9* (0/+), respectively. 

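The overlap with the microarray-based study was not analysed here. *APX2* (AT3G09640) lies on chromosome 3 of TAIR10.1 from 2956156 to 2958330 on the forward strand. In Col-0 it had 256 ± 18.4 CPM at T and 1754 ± 145 CPM at P + T (mean ± SD, n = 3). Its P + T/T log2FC was 2.77 (standard error 0.24, adjusted p = 5.58e-10). At NHS its libraries held at most 0.324 CPM. In *hsfa2* it had 123 ± 27.2 CPM at T and 276 ± 14.8 CPM at P + T (n = 3), a log2FC of 1.18, and the difference in P + T/T from Col-0 (the interaction) was −1.58 (standard error 0.32, adjusted p = 0.00578).
*MIPS2* (AT2G22240) lies on chromosome 2 from 9451605 to 9454300 on the reverse strand and overlaps AT2G22230 and AT2G22241 on the opposite strand. The paper's text does not name the strand setting of the counts, so reads from the overlap are uncertain. *MIPS2* had 227 ± 3.22 CPM at T and 2102 ± 145 CPM at P + T in Col-0 (mean ± SD, n = 3), and 136 ± 19.0 and 356 ± 48.5 CPM in *hsfa2* (n = 3). Its P + T/T log2FC was 3.20 in Col-0 and 1.41 in *hsfa2*, an interaction of −1.79 (standard error 0.18, adjusted p = 6.81e-08).
*XTR6* (AT4G25810) lies on chromosome 4 from 13128394 to 13129927 on the forward strand. Its Col-0 libraries at T spread from 48.2 to 134 CPM. At P + T the mean was 660 ± 45.4 CPM in Col-0, 217 ± 11.9 CPM in *hsfa2* and 129 ± 18.3 CPM in *cdk8* (SD, n = 3). The P + T/T log2FC was 2.66 in Col-0, 1.78 in *hsfa2* and 2.39 in *cdk8*, and neither interaction was significant (−0.88 with adjusted p = 0.671 in *hsfa2*, −0.27 with adjusted p = 0.954 in *cdk8*). The *cdk8* interaction ranged from −0.64 to 0.07 with each library left out in turn, and it was above 0 without Col-0 T replicate 3 or *cdk8* T replicate 1. Expression was lower in *cdk8* already at T (log2FC −2.26, standard error 0.33, adjusted p = 4.29e-06), and T/NHS differed by −1.64 (standard error 0.45, adjusted p = 0.0262, and up to 0.0957 with single libraries left out). In Col-0, *XTR6* was up-regulated in T/NHS by 1.25 (adjusted p = 0.000989). Scaled by library size alone this value was 0.50 (adjusted p = 0.156, range over the alternatives 0.000478 to 0.156).

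**Figure D1:**
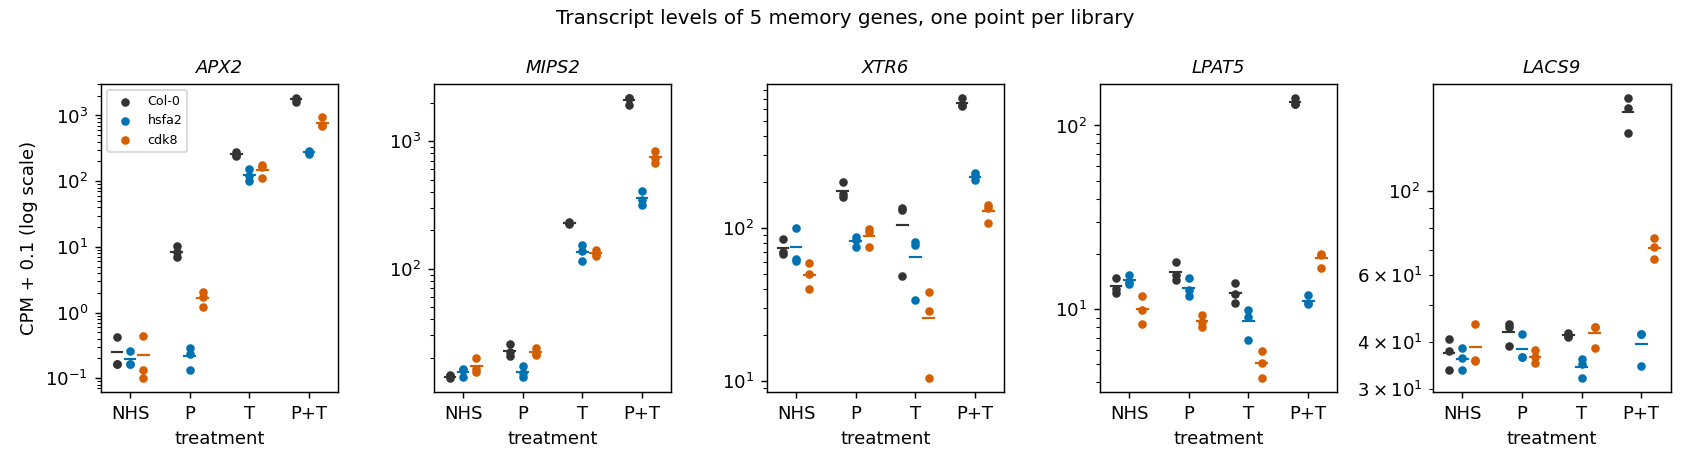
Expression of *APX2*, *MIPS2*, *XTR6*, *LPAT5* and *LACS9* in CPM (plus 0.1, log axis) by treatment, with a point for each library and a short line for the mean of 3 libraries in Col-0, *hsfa2* and *cdk8*. At P + T the libraries of both mutants lie below those of Col-0 for all 5 genes.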

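*LPAT5* (AT3G18850) lies on chromosome 3 from 6499332 to 6501432 on the reverse strand. At P + T it had 134 ± 6.24 CPM in Col-0, 11.0 ± 0.763 CPM in *hsfa2* and 18.8 ± 1.85 CPM in *cdk8* (mean ± SD, n = 3). Its P + T/T log2FC was 3.46 in Col-0, 0.39 in *hsfa2* and 1.97 in *cdk8*. The interaction was −3.06 in *hsfa2* (standard error 0.17, adjusted p = 1.69e-13) and −1.49 in *cdk8* (standard error 0.17, adjusted p = 6.21e-06). T/NHS was also lower in *cdk8* than in Col-0, by −1.05 (standard error 0.18, adjusted p = 0.000159). In Col-0 the T/NHS log2FC of *LPAT5* was 0.65 with TMM and −0.12 with library size alone, so its direction at T depends on the scaling.
*LACS9* (AT1G77590) lies on chromosome 1 from 29148160 to 29152395 on the reverse strand. At P + T it had 161 ± 17.6 CPM in Col-0, 39.3 ± 4.27 CPM in *hsfa2* and 70.7 ± 4.58 CPM in *cdk8* (mean ± SD, n = 3). Its P + T/T log2FC was 1.94, 0.22 and 0.80 in the same order. The interaction was −1.72 in *hsfa2* (standard error 0.15, adjusted p = 2.86e-09) and −1.15 in *cdk8* (standard error 0.14, adjusted p = 2.33e-05). *APX2*, *MIPS2* and *XTR6* were +/++ genes in the lists derived here, and *LPAT5* and *LACS9* were 0/+ genes.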

Neither set was significantly enriched for any gene ontology or KEGG pathway term. Both sets showed reduced induction in *hsfa2* and *cdk8* after P + T, but not after any of the other treatments (Fig. 4C,D, Dataset EV2). In comparison, early HS-inducible genes were not affected (in *hsfa2)*, or only slightly affected (*cdk8*) (Fig. 4C,D, Dataset EV2). 

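Relative to NHS, the median log2FC of the 152 +/++ genes at P + T was 3.84 in Col-0, 2.72 in *hsfa2* and 2.58 in *cdk8*. With genes at or below 3 counts in every library of a group set to that bound, these medians were 3.73, 2.62 and 2.49. For the 171 0/+ genes they were 1.87, 0.80 and 1.01. At T the medians were 2.26, 1.89 and 1.46 for +/++ genes (2.13, 1.80 and 1.43 with the bound) and 0.39, 0.27 and −0.04 for 0/+ genes.
Each mutant was compared with Col-0 at each treatment by the set test fry of limma, which is two-sided, with Benjamini-Hochberg adjustment over 36 set tests. At P + T the median difference of +/++ genes was −1.17 in *hsfa2* (adjusted p = 3.47e-16) and −1.08 in *cdk8* (adjusted p = 1.89e-15). For 0/+ genes it was −1.03 (adjusted p = 7.13e-19) and −0.97 (adjusted p = 1.48e-17). At this treatment, 110 +/++ genes were individually lower in *hsfa2* (adjusted p under 0.05) and 111 in *cdk8*, and 114 and 112 0/+ genes. No memory gene was higher in either mutant. At an unadjusted p-value under 0.05, 1 gene of each list was higher in *hsfa2* and 0 in *cdk8*.
Smaller differences were present at T. The median difference of +/++ genes was −0.35 in *hsfa2* (adjusted p = 2.71e-06) and −0.45 in *cdk8* (adjusted p = 1.10e-09), and 15 and 69 genes were individually lower and 0 and 5 higher (0 and 11 at an unadjusted p-value under 0.05). For 0/+ genes the medians were −0.13 (adjusted p = 0.00211) and −0.18 (adjusted p = 2.15e-05), with 3 and 44 genes lower and 0 and 14 higher (1 and 26 at an unadjusted p-value under 0.05). With library size alone, the median of all genes at T rose by 0.23 in *cdk8*, and on the same genes the *cdk8* medians at T were −0.23 for +/++ and 0.044 (unadjusted p = 0.916) for 0/+ genes. The 0/+ median in *hsfa2* was then −0.12 (unadjusted p = 0.0627). The T/NHS interaction of +/++ genes was −0.29 in *hsfa2* (adjusted p = 0.00286) and −0.68 in *cdk8* (adjusted p = 2.58e-06). For 0/+ genes it was −0.13 (adjusted p = 0.0420, with unadjusted values up to 0.186 when single libraries were left out) and −0.22 (adjusted p = 0.000625), and on the same genes with library size alone −0.14 (unadjusted p = 0.149) and −0.049 (unadjusted p = 0.484).
At P the +/++ genes were lower by a median of −0.21 in *hsfa2* (adjusted p = 0.000354, and −0.14 with 17 genes at the bound) and −0.12 in *cdk8* (adjusted p = 0.0168, and −0.11 with 14 genes at the bound). The 0/+ genes differed by −0.09 in *hsfa2* (adjusted p = 0.0205) and by −0.04 in *cdk8* (adjusted p = 0.234). Without Col-0 P replicate 3 the 0/+ difference in *hsfa2* had an unadjusted p of 0.0768, and without *cdk8* P replicate 3 the +/++ difference in *cdk8* one of 0.0512. At NHS the medians lay between −0.03 and 0.05 for both lists and mutants (between −0.056 and 0.0086 with the bound), and no adjusted p was under 0.05. Under a correlation between genes estimated by limma's camera, the calls of fry were kept except for 0/+ genes at P in *hsfa2* (adjusted p = 0.102), +/++ genes at P in *cdk8* (0.207), 0/+ genes at T in *cdk8* (0.116) and the P + T/T difference of early HS genes in *hsfa2* (0.0691).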

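The distributions of log2(CPM + 1), with 1 mean per gene, were compared by a two-sided exact Kolmogorov-Smirnov test. The p-values were adjusted by Holm's method over the 12 comparisons of each list. This test ignores that both genotypes hold the same genes. A common shift that is small beside the spread of expression levels can therefore be missed. At P + T, the log2FC relative to Col-0 was below 0 for 144 of the 152 +/++ genes in *hsfa2* and 146 in *cdk8*. For +/++ genes at P + T, the adjusted p was 0.0421 in *hsfa2* (median difference −0.96) and 0.125 in *cdk8* (−0.67). The first became 0.0537 with the replicate number as a block. For 0/+ genes the values were 0.0180 (−0.86) and 0.308 (−0.55). At T the adjusted p was 1 for both lists in both mutants. With CPM scaled by TMM, a setting added after the data were seen, the +/++ value of *cdk8* at P + T was 0.0277. With the size factors of DESeq2, the +/++ comparison at P + T gave 0.0512 in *hsfa2* and 0.0374 in *cdk8*. Leaving out Col-0 P + T replicate 1, *hsfa2* P + T replicate 2 or *cdk8* NHS replicate 2 raised the first above 0.05 (at most 0.0560). The +/++ value of *cdk8* fell below 0.05 without Col-0 T replicate 1 or 3 or Col-0 P + T replicate 2 or 3 (at least 0.0197).
The medians of each list in each library were also compared. At P + T the +/++ median was lower by 0.95 in *hsfa2* and by 1.16 in *cdk8* on the log2 scale, and the 0/+ median by 1.04 and 0.77. In each case all 3 mutant libraries lay below all 3 Col-0 libraries (two-sided exact permutation p = 0.1, the smallest that 3 against 3 libraries allow). At T the +/++ median differed by −0.37 in *hsfa2* (exact p = 0.2) and by −0.57 in *cdk8* (exact p = 0.1). The 0/+ median at T differed by −0.05 (exact p = 0.4) in *hsfa2* and by 0.10 (exact p = 0.3) in *cdk8*, where it was −0.081 (exact p = 0.2) with CPM scaled by TMM. The separation of libraries was not specific to P + T. At NHS (−0.15) and at P (−0.18), the +/++ medians of all 3 *hsfa2* libraries also lay below Col-0 (exact p = 0.1 for each). The 0/+ medians of all 3 *cdk8* libraries lay above Col-0 at NHS (0.11, exact p = 0.1, and 0.066 with exact p = 0.2 for CPM scaled by TMM). For *hsfa2* at T, CPM scaled by TMM gave −0.41 for +/++ and −0.070 for 0/+ genes (exact p = 0.1 for each).

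**Figure D2:**
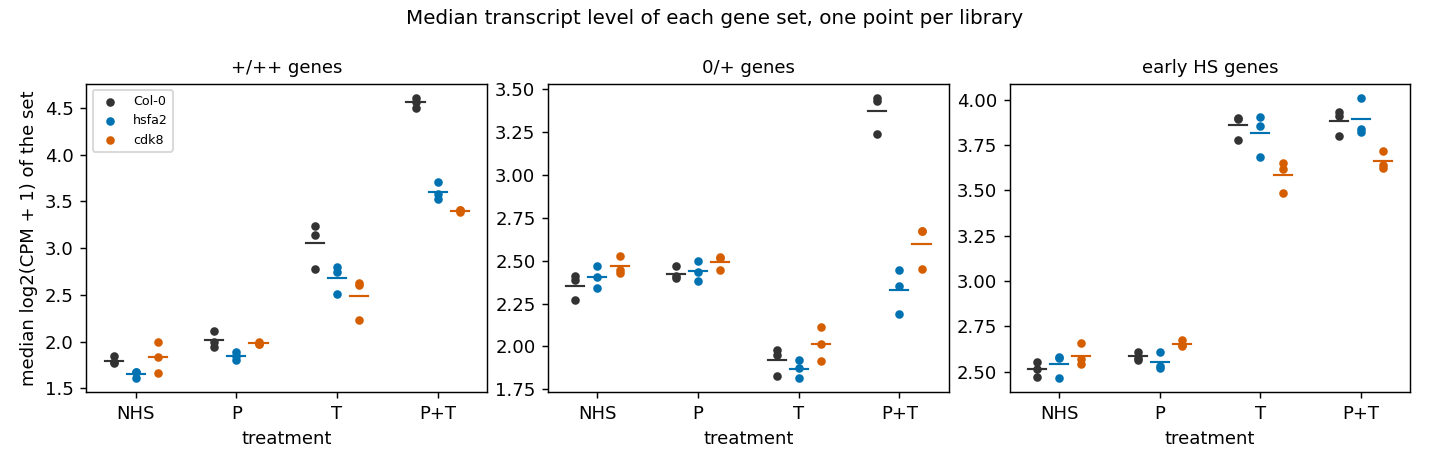
Median log2(CPM + 1) of the +/++, 0/+ and early HS genes in each library, by treatment and genotype, with a point for each of the 3 libraries. At P + T the +/++ and 0/+ medians of both mutants lie below those of Col-0, and the early HS medians of *cdk8* lie below Col-0 by 0.27 at T and 0.22 at P + T.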

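The median T/NHS log2FC of the 1657 early HS genes was 1.88 in Col-0, 1.82 in *hsfa2* and 1.42 in *cdk8* (1.85, 1.79 and 1.36 with genes at or below 3 counts in every library of a group set to that bound). At P + T relative to NHS it was 1.92, 1.96 and 1.53 (1.88, 1.93 and 1.45 with the bound). In *hsfa2* the genes differed from Col-0 by a median of −0.04 at T (fry adjusted p = 0.215) and 0.09 at P + T (adjusted p = 0.140). At T, 7 genes were individually lower and 0 higher in *hsfa2* (adjusted p under 0.05), against 107 and 14 at an unadjusted p-value under 0.05. At P + T, 108 were lower and 153 higher. No T/NHS interaction of an early HS gene was significant in *hsfa2*, and at an unadjusted p-value under 0.05 there were 46 lower and 9 higher genes.
In *cdk8* the median difference was −0.33 at T (fry adjusted p = 1.12e-11) and −0.20 at P + T (adjusted p = 4.81e-09). At T, 652 of the genes (39.3%) were lower and 132 (7.97%) higher, and at P + T 532 (32.1%) were lower and 6.10% higher. The T/NHS interaction had a median of −0.39 (adjusted p = 4.02e-08), with 369 genes lower and 9 higher. On the same genes with library size alone, the medians were −0.091 at T, −0.022 at P + T and −0.21 for the T/NHS interaction. The size of the difference thus depends on the scaling, which shifts all genes and not this list in particular. The per-library medians in *cdk8* lay below all Col-0 libraries by 0.27 at T and 0.22 at P + T (exact permutation p = 0.1 for each). With CPM scaled by TMM the differences were −0.50 and −0.39. In *hsfa2* they differed by −0.04 at T (exact p = 0.7) and 0.01 at P + T (exact p = 0.9). The Kolmogorov-Smirnov test on the gene means gave a Holm-adjusted p of 0.504 for *cdk8* at T (median difference −0.07) and of 1 for *cdk8* at P + T and for *hsfa2* at both treatments. With the size factors of DESeq2 the value for *cdk8* at T was 0.0163.
Between P + T and T, the early HS genes changed by a median of −0.03 in Col-0 and 0.09 in both mutants. The P + T/T interaction was 0.13 in *hsfa2* (adjusted p = 0.0431) and 0.12 in *cdk8* (adjusted p = 0.0219). On the same genes with library size alone these medians were 0.095 and 0.061, with unadjusted p-values of 0.221 and 0.263.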

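Hyper-induction was compared between genotypes as the P + T/T log2FC of each of the 152 +/++ genes. The median was 1.47 in Col-0, 0.67 in *hsfa2* and 1.04 in *cdk8* (1.01 with genes at the 3-count bound). The median interaction was −0.81 in *hsfa2* (fry adjusted p = 8.45e-10) and −0.52 in *cdk8* (adjusted p = 2.00e-05, and −0.54 with 10 genes at the bound). Across the alternative settings the medians ranged from −0.83 to −0.79 and from −0.60 to −0.46. Since the list was selected in the same Col-0 libraries, 20 datasets without an effect of the mutations were simulated, and the mean of the median interaction was −0.06 for *hsfa2* and −0.07 for *cdk8*.
Of the 152 genes, 138 had a lower P + T/T log2FC in *hsfa2* than in Col-0 and 125 in *cdk8*. The difference reached 1 or more for 58 lower and 0 higher genes in *hsfa2*, and for 27 lower and 3 higher genes in *cdk8*, against a mean of 4.8 lower genes for each in simulated lists with a mean of 169.7 genes. Tested gene by gene over all 20847 genes, 55 interactions were significantly lower in *hsfa2* and 13 in *cdk8*. None was higher, and at an unadjusted p-value under 0.05 there were 94 lower and 0 higher genes in *hsfa2*, and 62 lower and 1 higher in *cdk8*. Adjusted over the list alone, 90 genes were lower in *hsfa2* and 51 in *cdk8*. The list was chosen on these samples, so this count is not independent evidence.
The *cdk8* count depended on the fit. It was 26 with DESeq2, 24 with the replicate number as a block, and 7 without *cdk8* P + T replicate 2. Among the +/++ genes, the lowest interaction in *hsfa2* was that of AT4G18840 (−3.38, standard error 0.40, adjusted p = 1.66e-06). Its expression at P + T was 16.2 ± 5.74 CPM in Col-0 and 1.19 ± 0.263 CPM in *hsfa2* (SD, n = 3). In *cdk8*, AT5G41761 had the lowest significant interaction of a +/++ gene (−2.26, standard error 0.34, adjusted p = 0.000374), with 23.8 ± 3.40 CPM in Col-0 and 2.25 ± 0.355 CPM in *cdk8* at P + T (SD, n = 3).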

Consistently, a large number of +/++ genes showed a reduced hyper-induction in either mutant compared to Col-0 (Fig. 4E). We also analysed the total number of memory genes that lost hyper-induction after P + T in the mutants (Fig. 4F). 

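For the 171 0/+ genes, the median P + T/T log2FC was 1.51 in Col-0, 0.54 in *hsfa2* and 0.90 in *cdk8* (0.87 with 6 genes at the 3-count bound). The median interaction was −0.93 in *hsfa2* (fry adjusted p = 2.45e-14) and −0.68 in *cdk8* (adjusted p = 3.29e-11), against means of −0.12 and −0.11 in the simulated data without an effect. It was below 0 for 160 genes in *hsfa2* and 159 in *cdk8*. The P + T/T log2FC was lower by 1 or more for 77 genes in *hsfa2* and 48 in *cdk8*, where the means were 15.4 and 15.1 in simulated lists with a mean of 205.7 genes, and higher by 1 or more for 0 and 2 genes.
Over all tested genes, 72 0/+ genes had a significantly lower interaction in *hsfa2* and 32 in *cdk8*. None was higher, and at an unadjusted p-value under 0.05 there were 113 lower and 0 higher genes in *hsfa2*, and 98 lower and 1 higher in *cdk8*. Adjusted over the list alone the lower genes numbered 109 and 83. The 0/+ genes with the lowest significant interactions in *hsfa2*, AT1G05330 and AT1G61610, had less than 1 CPM in every library. Col-0 at T was at or below 3 counts for the first and *hsfa2* at P + T for the second, and the interaction was −3.49 and −2.50 with these groups set to the bound. Leaving out single libraries raised their adjusted p to as much as 0.0927 and 0.237. In *cdk8* the lowest were *STS* (AT4G01970, −2.74, standard error 0.61, adjusted p = 0.0178, and up to 0.0682 without Col-0 T replicate 1 or 3 or *cdk8* P + T replicate 1) and *ABCG16* (AT3G55090, −2.26, standard error 0.40, adjusted p = 0.00189).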

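A memory gene was counted as non-responsive in a mutant when it was not up-regulated in P + T/T there (adjusted p under 0.05 and log2FC above 1). Of the 152 +/++ genes derived here, 111 (73.0%) were non-responsive in *hsfa2* and 77 (50.7%) in *cdk8*. Of the 171 0/+ genes, 140 (81.9%) and 114 (66.7%) were non-responsive. With each library left out in turn the numbers were 93 to 123 and 62 to 91 for +/++ genes, and 125 to 153 and 97 to 129 for 0/+ genes. Under glmTreat, 44 of 46 +/++ genes were non-responsive in *hsfa2* and 36 in *cdk8*, and with any significant increase 177 and 122 of 357.
Non-responsive genes were often still induced, below the threshold. Among the 77 non-responsive +/++ genes in *cdk8*, 35 rose with an adjusted p-value under 0.05 and a log2FC between 0 and 1, and 9 had a log2FC above 1 without significance. A further 30 had a log2FC between 0 and 1 without significance, and 3 did not rise. Among the 111 in *hsfa2* the numbers were 43, 8, 52 and 8. For 0/+ genes they were 55, 11, 36 and 12 in *cdk8* and 48, 6, 69 and 17 in *hsfa2*. The median P + T/T log2FC of the non-responsive +/++ genes was 0.54 in *hsfa2* and 0.75 in *cdk8*, and that of the 0/+ genes 0.46 and 0.70.
The difference from Col-0 was tested by the interaction. It was significant for 45 (40.5%) of the non-responsive +/++ genes in *hsfa2* and 7 (9.09%) in *cdk8*, and for 69 (49.3%) and 21 (18.4%) of the 0/+ genes. Genes selected in Col-0 by a threshold fall below it in part by chance in any other group. In the simulated data without an effect, 20.9% (range 13.7 to 26.9) of +/++ genes were non-responsive in *hsfa2* and 20.9% (13.7 to 24.6) in *cdk8*. For 0/+ genes the shares were 24.1% (17.3 to 30.4) and 23.2% (15.9 to 27.0). In the reverse direction, 99 memory genes were selected by the same rules in *hsfa2*, of which 30 were non-responsive in Col-0, and 144 in *cdk8*, of which 43 were. The last count was 22 with library size alone or without *cdk8* T replicate 3.

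**Figure D3:**
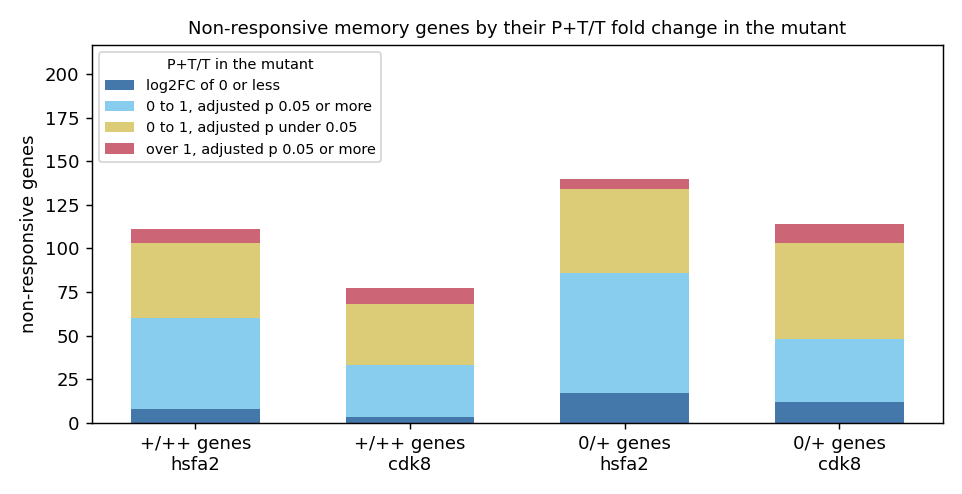
Number of non-responsive +/++ and 0/+ genes in *hsfa2* and *cdk8*, stacked by their P + T/T log2FC and significance in the mutant. Genes that did not rise number 8 and 3 of the +/++ and 17 and 12 of the 0/+ genes.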

Of the 152 genes in the +/++ group in Col-0, 116 (76%) and 92 (61%) genes were non-responsive in *hsfa2* and *cdk8*, respectively (Fig. 4F); of the 185 genes in the 0/+ group, 165 (89%) and 157 (86%) were not up-regulated in *hsfa2* and *cdk8*, respectively (Fig. 4F). 

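Of the +/++ genes, 63 were non-responsive in both mutants. This is 50.4% of the 125 genes non-responsive in either mutant and 41.4% of the list. If the mutants were independent, 56.2 shared genes would result from their numbers alone (odds ratio 2.52, two-sided Fisher's exact p = 0.0173). Of the 0/+ genes, 95 were non-responsive in both, which is 59.7% of the 159 non-responsive in either and 55.6% of the list, and 93.3 would result from the numbers alone (odds ratio 1.33, two-sided Fisher's exact p = 0.530). Genes are not independent replicates, and both mutants are compared with the list from the same Col-0 libraries. In simulated data without an effect, the share of genes non-responsive in both mutants was 12.6% of the +/++ and 14.7% of the 0/+ list.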

The non-responsive genes were strongly overlapping between *hsfa2* and *cdk8* (53% of +/++ genes and 76% of 0/+ genes). 

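The P + T/T interactions of both mutants were compared gene by gene. Both were below 0 for 117 of the 152 +/++ and 151 (88.3%) of the 171 0/+ genes, and for 377 (22.8%) of the early HS genes. In simulated data without an effect, where both mutants share the Col-0 libraries, these shares were 42.2% (range 34 to 49.7), 48.4% (39.7 to 56.4) and 27.9% (26.2 to 29.1). Across genes, the correlation of the interactions was r = 0.308 (rho = 0.372) for +/++, r = 0.451 (rho = 0.482) for 0/+ and r = 0.620 (rho = 0.533) for early HS genes. The simulated correlations were 0.519 (0.349 to 0.633), 0.561 (0.333 to 0.684) and 0.484 (0.395 to 0.585). All spread between genes is chance in the simulated data, so they are no benchmark for lists that differ from Col-0. Genes are not independent replicates, and no p-value is given for these correlations. Both interactions were significantly lower for 12 +/++ and 25 0/+ genes.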

In summary, a large proportion of memory genes in either class require *CDK8* for their expression, and these genes overlap strongly with the *HSFA2*-dependent genes. Thus, *CDK8* and *HSFA2* activate overlapping sets of genes during HS-induced transcriptional memory.

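The paper reasons from the genes that lost hyper-induction in *cdk8* that many memory genes need *CDK8* (Fig. 4F). From their overlap with the genes that lost it in *hsfa2*, it concludes that both factors act on overlapping sets of memory genes.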

**Figure 4:**
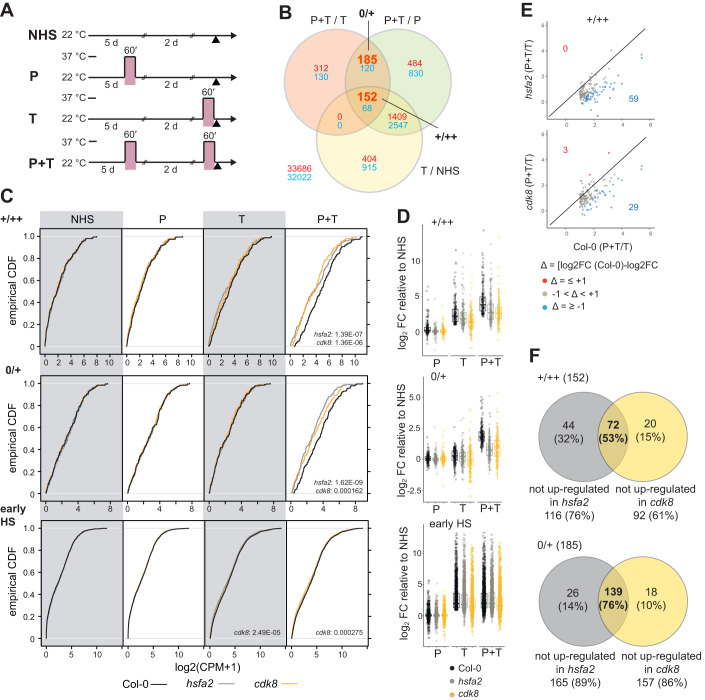
CDK8 and HSFA2 regulate an overlapping set of type II transcriptional HS memory genes. (**A**) Sampling regime for the RNA-sequencing experiment. NHS, no heat stress; P, HS on d 5 only (primed); T, HS on d 7 only (triggered); P + T, HS on both d 5 and d 7 (primed + triggered). Each HS consisted of 60 min at 37 °C. Seedlings were sampled at the same time on d 7 (arrowhead). (**B**) Identification of genes with type II transcriptional HS memory in the Col-0 wild type (+/++ and 0/+ subtypes). The numbers of up-regulated genes from each category are shown in red, and down-regulated genes in blue; memory gene categories are highlighted. (**C**) empirical cumulative distribution function plots of expression for all genes in the +/++ (top) or 0/+ memory gene (middle) or early HS gene groups (bottom) at the indicated timepoints and genotypes. Numbers on panels indicate significantly different distributions relative to Col-0 (*p* < 0.05, KS test). (**D**) Log_2_ fold-change at P, T and P + T (relative to NHS) of each transcript in the +/++, 0/+ memory gene or early HS gene groups. Boxes show the mean, upper and lower quartile, and upper and lower whiskers show the largest or smallest value no more than 1.5x the interquartile range from the upper or lower quartile, respectively, for each genotype and treatment (*n* = 152, 185 and 1813 for +/++, 0/+ and early HS groups, respectively). (**E**) Comparison of hyper-induction (P + T/T) between Col-0 and *hsfa2* or *cdk8* for +/++ genes. Genes in red are more strongly hyper-induced in the mutant, genes in blue are less hyper-induced in the respective mutant. (**F**) Overlap of non-responsive +/++ (upper panel) and 0/+ memory genes (lower panel) in *hsfa2* and *cdk8* mutants. Venn diagrams indicate the number and percentage of non-responsive genes in each mutant. Source data are available online for this figure.

### CDK8 binds HS memory genes

As CDK8 is required for the expression of the type II HS memory genes *APX2* and *MIPS2*, we wondered whether it physically associates with these genes. Thus, we performed chromatin immunoprecipitation-qPCR (ChIP-qPCR) on a complementing *35S::CDK8-MYC* line (Zhu et al, 2014) after type II HS treatment (Fig. 4A). 

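In *cdk8*, the P + T/T log2FC of *APX2* was 2.43 (standard error 0.24, adjusted p = 3.23e-08). The difference from Col-0 was −0.33 (standard error 0.32, adjusted p = 0.888). For *MIPS2* the log2FC was 2.54 (standard error 0.13, adjusted p = 4.16e-14), and the difference from Col-0 was −0.66 (standard error 0.18, adjusted p = 0.0846). The latter adjusted p was 0.00694 with the replicate number as a block, 0.0216 with DESeq2 and 0.0217 with library size alone, and it ranged from 0.00694 to 0.101 over the alternatives. Without *cdk8* P + T replicate 3 it was 0.0489. The T/NHS log2FC of *MIPS2* was lower in *cdk8* by −1.24 (standard error 0.18, adjusted p = 2.56e-05).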

At both loci we observed a small enrichment of CDK8 at the promoter before HS (NHS; Fig. 5). Similarly, MED12 was enriched at *MIPS2* in a previous study (Liu et al, 2020). After T, CDK8-MYC occupancy remained at baseline levels for *APX2* and was slightly elevated for *MIPS2*. In contrast, at P + T, CDK8 binding increased sharply at both loci throughout the gene body and especially towards their 3′-ends. In comparison, at the HS-induced non-memory gene *HSP70*, CDK8 was strongly and equally enriched at T and P + T (Fig. 5). Notably, total CDK8 protein levels were largely constant during the treatments, ruling out that altered protein levels drove the observed dynamics in enrichment (Fig. 6C). Thus, CDK8 is enriched throughout promoters and gene bodies of HS memory genes in P + T, suggesting a direct role in their enhanced re-induction after recurrent HS.

**Figure 5:**
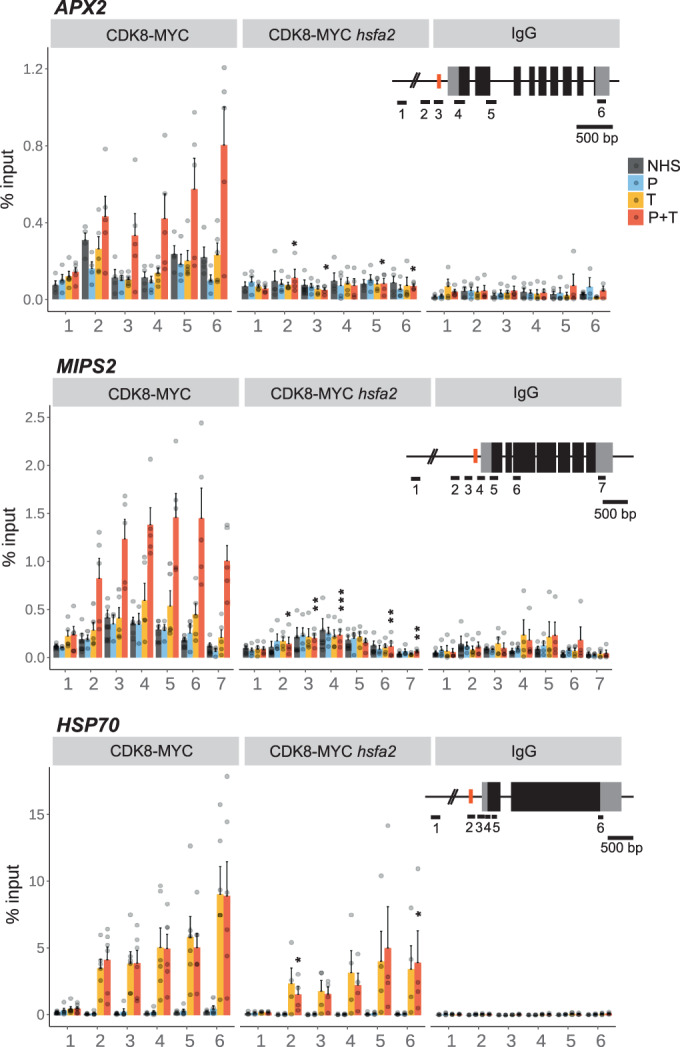
CDK8 is recruited to HS memory gene loci in an HSFA2-dependent manner. CDK8-MYC seedlings in the wild type or *hsfa2* mutant background were subjected to a type II HS regime (cf. Fig. 4A). Occupancy of CDK8-MYC was determined by ChIP-qPCR using antibodies against the MYC tag or IgG as a negative control. Amplicons targeted the sites indicated on the gene models; red bars indicate binding sites for HSFA2 according to (Kappel et al, 2023). Mean ± SEM as well as individual data points from five independent biological replicate experiments are shown. Asterisks denote significant differences in CDK8 occupancy in *hsfa2* relative to the wild type background (*p < 0.05; **p < 0.005; ***p < 0.0005; unpaired, two-tailed *t* test).

**Figure 6:**
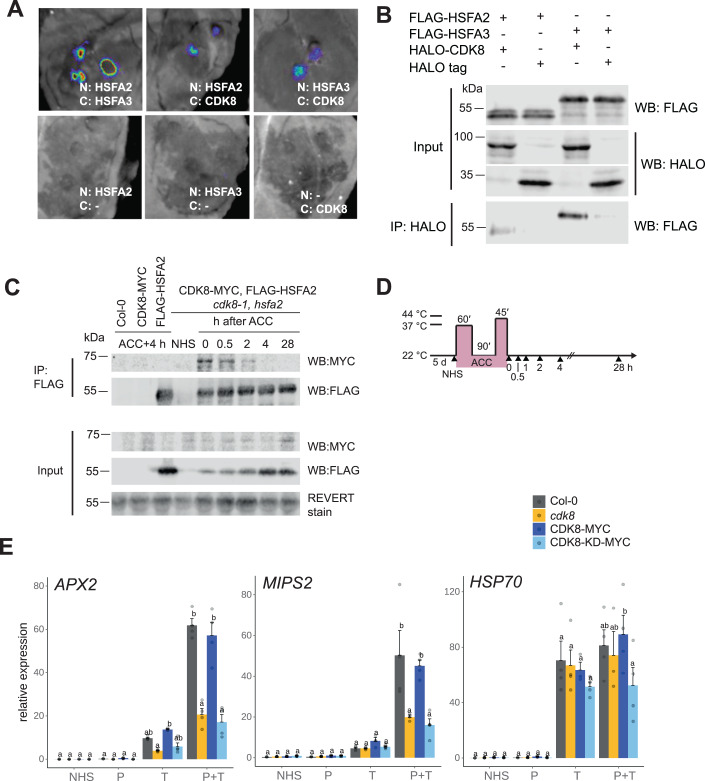
CDK8 interacts with HSF transcription factors and requires kinase activity during HS memory. (**A**) Split-luciferase complementation assay showing the interaction between HSFA2/ HSFA3 and CDK8 in *Nicotiana benthamiana*. Constructs expressing N-RLuc fusions with HSFA2 or HSFA3 and C-RLuc fusions with CDK8 were co-transfected into fully expanded leaves. C-RLuc-HSFA3 was used as a positive control for N-RLuc-HSFA2, and respective empty vectors serve as negative controls. A representative of two biological replicate experiments is shown. (**B**) In vitro co-immunoprecipitation assay showing the interaction between HSFA2/HSFA3 and CDK8. FLAG-tagged HSFA and HALO-tagged CDK8 proteins were co-expressed in wheat germ total protein extract. Proteins were immunoprecipitated using anti-HALO magnetic beads and detected by immunoblotting with antibodies against FLAG and HALO. Empty HALO tag served as a negative control. A representative of two biological replicate experiments is shown. (**C**) In vivo co-immunoprecipitation assay showing the interaction dynamics of CDK8 and HSFA2 during HS memory. CDK8-MYC FLAG-HSFA2 expressing seedlings, as well as the respective control lines and the Col-0 wild type, were grown for 5 d before being subjected to a type I HS regime and sampled at the timepoints indicated in (**D**). Proteins were immunoprecipitated from total protein extracts using anti-FLAG beads and detected by immunoblotting with antibodies against MYC or FLAG, respectively. REVERT total protein stain of the membrane is shown as loading control. (**E**) Kinase activity of CDK8 is required for type II transcriptional memory. CDK8-KD-MYC (carrying a D176A mutation) and CDK8-MYC seedlings in *cdk8* background were subjected to a type II HS regime (cf. Fig. 4A). NHS, no heat stress; P, HS on d 5 only (primed); T, HS on d 7 only (triggered); P + T, HS on both d 5 and d 7 (primed + triggered); each HS consisted of 37 °C for 60 min, and seedlings were sampled on d 7. Data shown are the mean ± SEM of transcript levels of *APX2*, *MIPS2*, and *HSP70* determined by qRT-PCR and normalized to the expression of *At4g26410*. Mean ± SEM as well as individual data points from four independent biological repeat experiments are shown. Transcript levels were statistically evaluated for all genotypes within each timepoint by ANOVA followed by Tukey’s HSD test (*p* < 0.05). Genotypes are assigned one or more letters based on their statistical group. Genotypes sharing one letter are not significantly different. Source data are available online for this figure.

### CDK8 interacts with HSFA2

The Mediator co-activator complex is recruited by gene-specific transcription factors (Zhu et al, 2020). HSFA2 binds after HS to the promoters of HS memory genes in a region overlapping with CDK8 binding (Fig. 5; Kappel et al, 2023). As CDK8 and HSFA2 are both required for HS-induced transcriptional memory, we hypothesized that they interact directly. We tested this notion using the split-luciferase complementation assay in transiently transformed *Nicotiana benthamiana* leaves. Co-expression of N-RLuc-HSFA2 or N-RLuc-HSFA3 with the C-RLuc-CDK8 fusion protein resulted in reconstituted RLUC activity, whereas co-expression with the corresponding N/C-RLUC fragments did not (Fig. 6A). In addition, FLAG-HSFA2 or FLAG-HSFA3 were immunoprecipitated by HALO-CDK8 but not HALO alone after co-expression in wheat germ extracts (Fig. 6B). To probe the CDK8-HSFA2 interaction in stable transgenic *A. thaliana*, we crossed *35S::CDK8-MYC* and *pHSFA2::FLAG-HSFA2* (Friedrich et al, 2021) and obtained doubly homozygous lines and sampled at various time points after the end of an ACC treatment (Fig. 6C,D). Consistent with previous reports, FLAG-HSFA2 was induced during HS. The constantly expressed CDK8-MYC co-immunoprecipitated with FLAG-HSFA2 between 0 and 4 h after ACC, peaking immediately after ACC (Fig. 6C). At 28 h after ACC, CDK8-MYC no longer co-immunoprecipitated with FLAG-HSFA2, though both proteins were still present. Thus, CDK8 and HSFA2 interact in vivo, preferentially during the early recovery phase.

### HSFA2 recruits CDK8 to memory genes

Considering the interaction of CDK8 and HSFA2 and the overlapping binding in the promoters of target genes, we wondered if HSFA2 plays a role in recruiting CDK8 to HS memory genes. We thus introduced *35S::CDK8-MYC* into the *hsfa2* background and performed ChIP-qPCR. The recruitment of CDK8-MYC to *APX2* and *MIPS2* was almost completely abolished in the absence of *HSFA2* (Fig. 5). In contrast, CDK8-MYC binding to the non-memory gene *HSP70* was only slightly reduced. Together, these findings indicate that HSFA2 interacts with the CKM through CDK8 and recruits it to HS memory genes after recurrent HS.

### The cMed subunit MED23 shows overlapping binding at gene bodies with CDK8

The CKM dynamically associates with cMed, and thus the occupancy of CKM and cMed may vary at target genes (Kagey et al, 2010; Zhu et al, 2006; Jeronimo et al, 2016). We therefore asked whether cMed is enriched at memory genes after HS together with CDK8 by generating a tagged line of the tail module subunit MED23 (*pMED23::HA-MED23*). ChIP-qPCR showed that MED23 is enriched at *APX2* and *MIPS2* after P + T, and at *MIPS2* to a lesser extent also after T. MED23 occupancy increased towards the 3′ ends, as was observed for CDK8 (Fig. EV4). At *HSP70*, MED23 was enriched similarly in T and P + T. Thus, CDK8 appears to bind HS genes together with cMed.

**Figure EV4:**
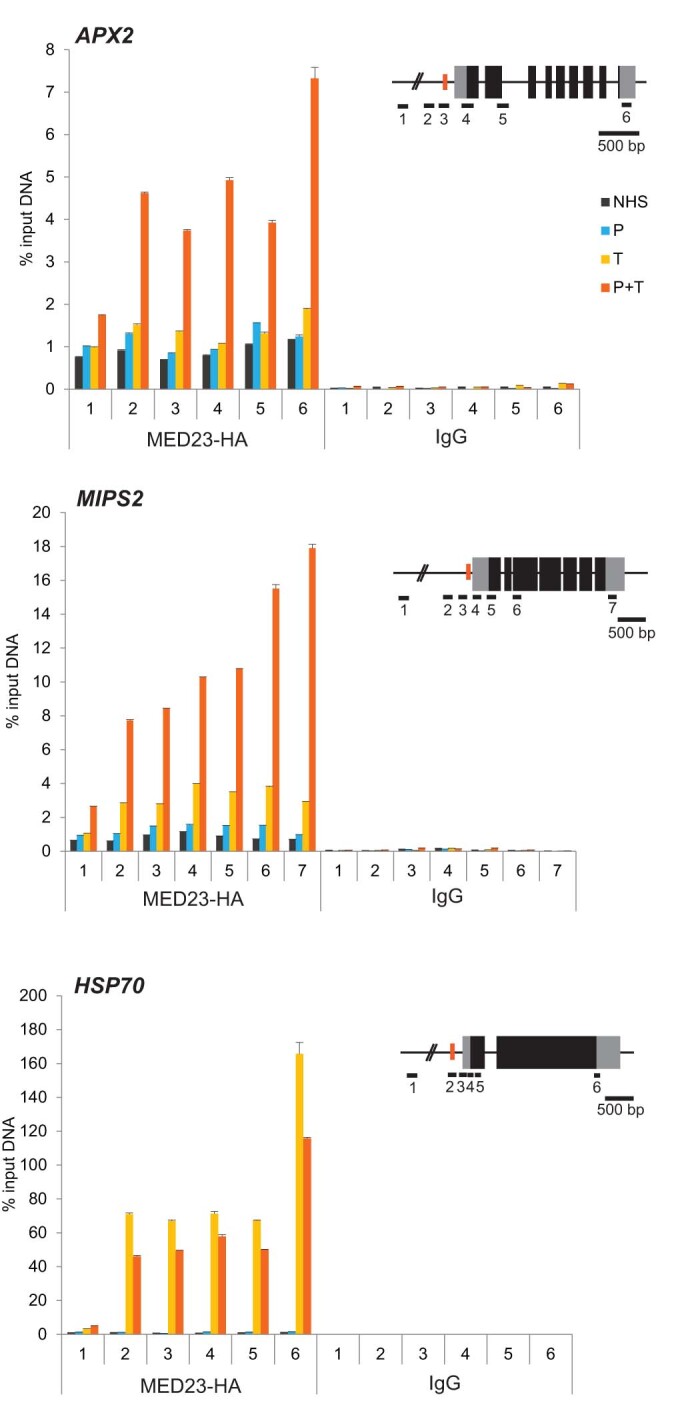
MED23 is recruited to HS memory gene loci during type II memory. Seedlings of the MED23-HA line were subjected to a type II HS regime. Occupancy of MED23-HA was determined by ChIP-qPCR using antibodies against the HA tag. Amplicons targeted the sites indicated on the gene models; red bars indicate binding sites for HSFA2. Data from one representative biological replicate are shown ±SEM of three technical replicates; the experiment was repeated with near identical results.

### The kinase activity of CDK8 is essential for its function in transcriptional memory

*A. thaliana* CDK8 has previously been shown to regulate defence-related gene expression via kinase-dependent and -independent mechanisms (Zhu et al, 2014). To test if the kinase activity of CDK8 was required for HS memory, we employed a mutated CDK8 in which the kinase activity was inactivated by the Asp176Ala mutation (Fig. 1C, Zhu et al 2014). *35S::CDK8-MYC/cdk8* and *35S::CDK8-kinase dead (KD)-MYC/cdk8*, seedlings were treated with a type II HS regime (Fig. 4A) and transcript levels of *APX2*, *MIPS2* and *HSP70* were determined by qRT-PCR. While the wild-type CDK8-MYC fully complemented the hyper-induction defects of *APX2* and *MIPS2* in *cdk8* (Fig. 6E), the kinase-dead protein did not complement the mutant phenotype, indicating that the kinase activity of CDK8 is required for HS-induced transcriptional memory.

### CDK8 is required for H3K4me3 accumulation at the *APX2* memory locus

Elevated levels of H3K4me3 are tightly associated with HS-induced transcriptional memory and depend on HSFA2 (Lämke et al, 2016; Oberkofler and Bäurle, 2022; Liu et al, 2018). (Yamaguchi et al, 2021). We next asked whether CDK8 is required for H3K4 hyper-methylation at HS memory genes. H3K4me3 was enriched downstream of the transcriptional start site of *APX2*, at 2 d after HS (P) and immediately after a single HS (T) relative to NHS (Fig. 7). The highest enrichment of H3K4me3, however, was observed after recurrent HS (P + T), consistent with previous observations (Liu et al, 2018; Oberkofler and Bäurle, 2022). In the *cdk8* mutant, the enrichment of H3K4me3 was reduced after P and P + T, suggesting that CDK8 promotes H3K4 trimethylation at *APX2*. At *MIPS2, HSP70* and *HSP101*, H3K4me3 was already enriched in NHS compared with negative genomic controls, suggesting divergent mechanisms at these loci. At *MIPS2*, we observed a small increase in H3K4me3 at P + T in the wild type, which was reduced in *cdk8*. At the non-memory loci *HSP70* and *HSP101*, the enrichment at NHS did not increase further after any of the treatments and was independent of CDK8. We also analysed H3K9ac, which closely correlates with transcriptional activity, in particular PIC assembly and transcription initiation (Lämke et al, 2016; Leng et al, 2020). H3K9ac was enriched after T and P + T at all genes tested, but not P or NHS, and this enrichment was independent of CDK8 (Fig. 7). Thus, the CDK8-dependent dynamics of H3K4 hyper-methylation are specific and not merely a consequence of acute transcriptional activity.

**Figure 7:**
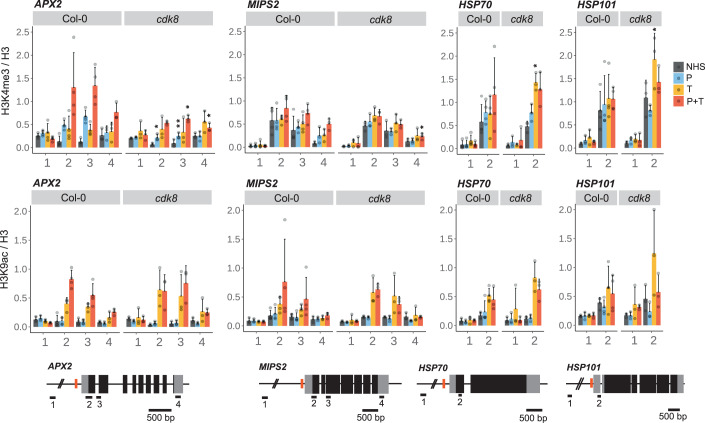
CDK8 is required for accumulation of H3K4me3 at type II memory gene loci. Col-0 wild type and *cdk8* mutant seedlings were subjected to a type II HS regime (cf. Fig. 4A). NHS, no heat stress; P, HS on d 5 only (primed); T, HS on d 7 only (triggered); P + T, HS on both d 5 and d 7 (primed + triggered); each HS consisted of 37 °C for 60 min, and seedlings were sampled on d 7. Enrichment of H3K4me3 (upper) or H3K9ac (lower) relative to histone H3 was determined by ChIP-qPCR. Amplicons targeted the sites indicated on the gene models; red bars indicate binding sites for HSFA2. Data shown are the mean ± SEM ratio of each target relative to H3, as well as individual data points from three or four independent biological repeat experiments. Asterisks denote significant differences in enrichment in *cdk8* relative to Col-0 (*p < 0.05; **p < 0.005; unpaired, two-tailed *t* test).

### CDK8 coordinates RNA Pol II during HS-induced transcriptional memory

The CKM regulates the activity of Pol II (Fant and Taatjes, 2019; Osman et al, 2021). We thus investigated the dynamics of the Pol II major subunit, NRPB1, at the CDK8-dependent genes *APX2* and *MIPS2* after a type II HS regime in wild type and *cdk8* (Fig. 8A–C). Overall Pol II occupancy was low at *APX2* and *MIPS2* loci in the NHS and P conditions. After T, Pol II occupancy increased at all genes tested, consistent with their transcriptional activation. After P + T, Pol II occupancy increased further at *APX2* and *MIPS2*, especially towards the 3ʹ-ends of the genes. Conversely, the non-memory HS genes *HSP70* and *HSP101* showed decreased Pol II occupancy after P + T relative to T. In *cdk8*, we unexpectedly found increased Pol II enrichment at *APX2* and *MIPS2 after* P + T, and this was most pronounced towards their 3ʹ-ends. In addition, after P, Pol II was enriched around the TSS of *APX2* in *cdk8*, but not wild type. The activity of Pol II is regulated by the phosphorylation of its C-terminal domain repeats, namely Serine-5 (Ser5p) and Serine-2 (Ser2p). We found that the distribution of these modifications at the HS gene loci was similar to that of total Pol II (Fig. 8A–C). After P + T, Ser5p- and Ser2p-modified Pol II were both more strongly enriched in *cdk8* than in wild type, despite decreased gene expression; this difference was most pronounced for Ser2p (Fig. 8C).

**Figure 8:**
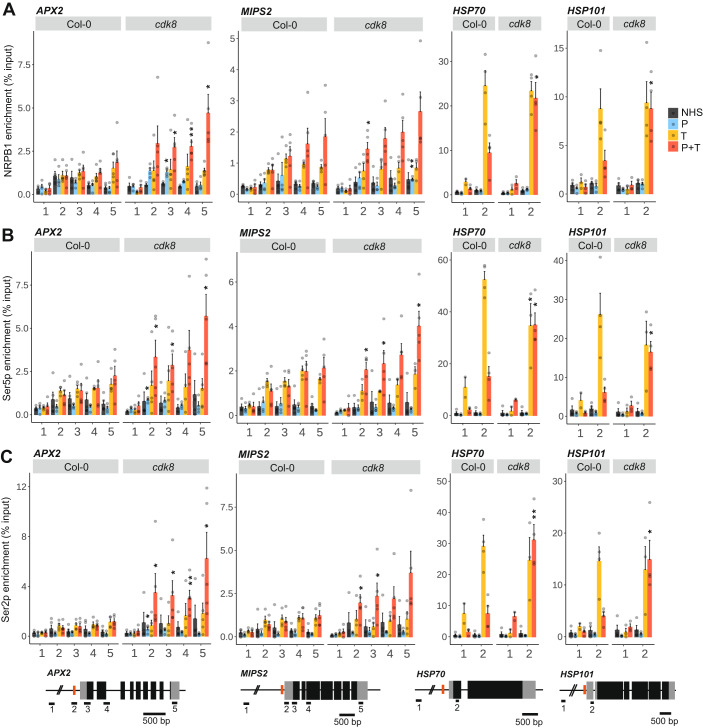
CDK8 regulates RNA Polymerase II dynamics at type II memory gene loci. (**A**–**C**) Col-0 wild type and *cdk8* mutant seedlings were subjected to a type II HS regime (cf. Fig. 4A). NHS, no heat stress; P, HS on d 5 only (primed); T, HS on d 7 only (triggered); P + T, HS on both d 5 and d 7 (primed + triggered); each HS consisted of 37 °C for 60 min, and seedlings were sampled on d 7. Occupancy of RNA polymerase II was determined by ChIP-qPCR using antibodies against the major subunit (NRPB1, **A**), the Serine5-phosphorylated (Ser5p, **B**) or the Serine2-phosphorylated forms (Ser2p, **C**) of the C-terminal domain. Amplicons targeted the sites indicated on the gene models; red bars indicate binding sites for HSFA2. Data shown are the mean ± SEM enrichment over input as well as individual data points from four or five independent biological repeat experiments. Asterisks denote significant differences in enrichment in *cdk8* relative to the wild type (*p < 0.05; **p < 0.005; unpaired, two-tailed *t* test).

Together, these data indicate that CDK8 strongly affects the occupancy of Pol II at HS memory gene loci. Surprisingly, Pol II occupancy was higher in *cdk8* despite a lower level of polyadenylated transcripts (as measured by qRT-PCR and RNA-seq). 

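In the RNA-sequencing data, *APX2* had 150 ± 34.3 CPM at T and 780 ± 145 CPM at P + T in *cdk8* (mean ± SD, n = 3). Relative to Col-0 the log2FC was −1.01 at T (standard error 0.23, adjusted p = 0.00165) and −1.34 at P + T (standard error 0.23, adjusted p = 5.98e-05). *MIPS2* had 132 ± 6.96 CPM at T and 747 ± 78.3 CPM at P + T in *cdk8* (mean ± SD, n = 3). Its log2FC was −1.01 at T (standard error 0.13, adjusted p = 3.38e-07) and −1.67 at P + T (standard error 0.13, adjusted p = 2.17e-11). At P + T the 3 *cdk8* and the 3 Col-0 libraries did not overlap for either gene, as for 10% of genes by chance.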

To estimate the levels of nascent elongating transcripts, we immunoprecipitated NRPB2 complexes after a type II HS regime and quantified the associated transcripts (Kindgren et al, 2020). In wild type this approach detected high levels of nascent elongating transcripts of *APX2* and *MIPS2* after P + T (Fig. EV5A,B); in contrast, transcripts were hardly detected at NHS or P, and only slightly elevated after T. In *cdk8*, the levels of nascent transcripts of *APX2* and *MIPS2* were significantly lower than in the wild type after P + T, consistent with the reduced level of mature transcripts in *cdk8*. For *HSP70* and *HSP101*, Pol II-associated transcripts were highly elevated after T and P + T in wild type (Fig. EV5C). In *cdk8 HSP70 and HSP101* levels were lower after T and unchanged after P + T. To confirm these findings we analysed unspliced transcripts directly after the same treatments. We observed higher levels of *APX2* and *MIPS2* at P + T than at T and this hyper-induction was lost in *cdk8* (Fig. EV5D). For *HSP70* and *HSP101*, nascent transcript levels were less increased in *cdk8* at T and similar to wild type at P + T. Thus, the direct measurement of unspliced transcript levels fully agrees with Pol II-associated transcript levels. Thus, efficient transcriptional elongation at HS memory genes after P + T requires *CDK8*. Together with the increased Pol II binding after P + T, our data suggest that in the absence of CDK8 non-productive Pol II complexes accumulate at the 3ʹ-ends of HS memory genes.

**Figure EV5:**
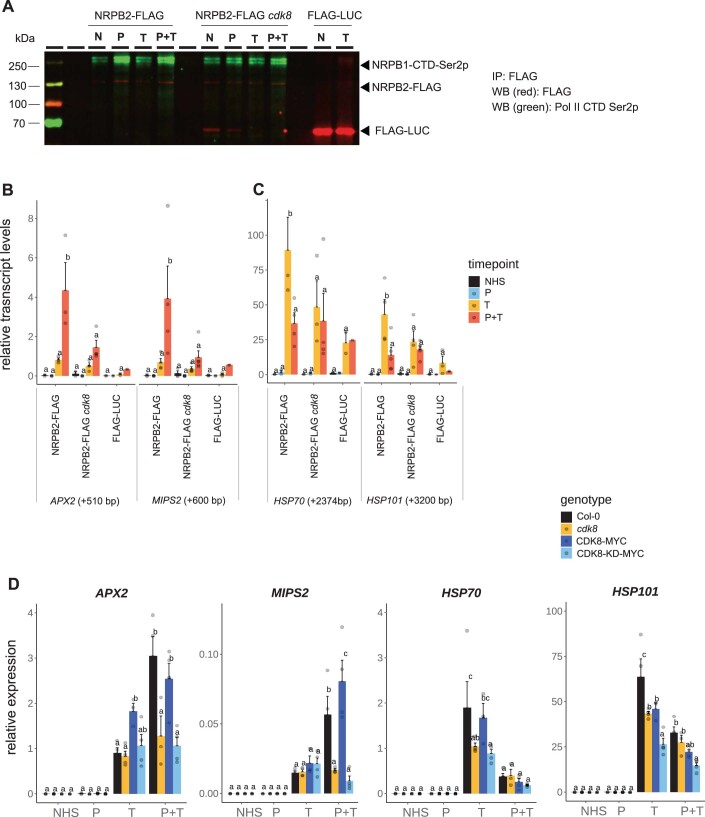
Pol II-associated nascent transcript levels of type II memory gene loci depend on CDK8. NRPB2-FLAG seedlings in the wild type or *cdk8* background, and FLAG-LUC control seedlings, were subjected to a type II HS regime (cf. Fig. 4A). NHS, no heat stress; P, HS on d 5 only (primed); T, HS on d 7 only (triggered); P + T, HS on both d 5 and d 7 (primed + triggered); each HS consisted of 37 °C for 60 min, and seedlings were sampled on d 7. (**A**) Native RNA polymerase II complexes were immunoprecipitated from total protein extracts and separated by SDS-PAGE, followed by immunoblotting with antibodies against FLAG (red) or RNA pol II (NRPB1-)CTD-Ser2p (green). (**B**, **C**) Nascent elongating transcript levels in isolated native RNA polymerase II complexes were analysed using plaNET-qPCR. (**D**) Seedlings of Col-0, *cdk8*, CDK8-MYC or CDK8-KD-MYC were subjected to a type II HS regime and relative levels of the unspliced transcripts of *APX2, MIPS2, HSP70* and *HSP101* were measured by qRT-PCR. (**B**, **D**) Data shown are the mean ± SEM of indicated transcript levels, normalized to ACTIN2 (**B**, **C**) or *At4g26410* (**D**), as well as individual data points from at least four independent biological repeat experiments, along with individual data points. Transcript levels were statistically evaluated for all genotypes within each treatment by ANOVA followed by Tukey’s HSD test (*p* < 0.05). Genotypes are assigned one or more letters based on their statistical group. Genotypes sharing one letter are not significantly different.

## Discussion

Through a forward genetic screen, we identified two components of the CKM, CDK8 and MED12, as being required for HS-induced transcriptional memory. The mutants are deficient in physiological HS memory and this correlates with loss of enhanced re-induction of transcription after recurrent HS (Figs. 2 and 3). These phenotypes are consistent with an assumed role of the CKM in rapid stimulus-dependent gene induction (Luyties and Taatjes, 2022). *A. thaliana* MED12 has previously been implicated in the transition from low to high expression states in response to environmental changes (Liu et al, 2020). Overall, *rein2/med12* has weaker phenotypes than *rein1/cdk8* (Fig. 3). *Rein2* has a missense mutation in a highly conserved Gly, Gly44 in mammals (Knuesel et al, 2009b; Klatt et al, 2020; Luyties and Taatjes, 2022), which is required for stimulating kinase activity of CDK8, and may thus retain some functionality. Hence, while CDK8 kinase activity may be impaired in *rein2*, kinase-independent functions of the CKM such as allosteric inhibition of the Pol II binding site on cMed (Tsai et al, 2013; Osman et al, 2021) may still be intact. This is in line with our finding that a kinase-dead version of CDK8 is unable to complement the transcriptional memory defect, while it has been reported to partially complement other phenotypes of the *cdk8* mutant (Zhu et al, 2014; Fig. 6E). It is also consistent with the observation that loss-of-function alleles of *MED12* have strong developmental phenotypes that were not observed in *rein2* (Gillmor et al, 2010). Alternatively, CDK8 may have functions that are independent of MED12.

The c*dk8* mutant is impaired in both types of HS-induced transcriptional memory and has strongly reduced H3K4me3 hyper-methylation at *APX2* (Figs. 3 and 7). These defects are highly similar to those found in *hsfa2* mutants for H3K4me3 and H3K4me2 (Lämke et al, 2016). Of note, the anti-H3K4me3 antibody used here may also show non-specific binding to H3K4me2 (Shah et al, 2018). In addition, CDK8 and HSFA2 proteins interact and HSFA2 is required to recruit CDK8 to HS memory loci (Figs. 5 and 6). This is notable, as HSFA2 is dispensable for the initial HS-mediated induction of those genes, which is mediated by the HSFA1 isoforms (Liu et al, 2011). Thus, CDK8 likely discriminates between different HSF proteins to specifically function in HS memory. This is consistent with previous reports where cMed (MED14/17) was found to be required for the HS response at some but not all HS-responsive genes (Ohama et al, 2021). While binding of cMed to these genes was abrogated in the *hsfa1* quadruple mutant, the authors did not observe a direct interaction with HSFA1s. As HSFA2 induction is no longer induced in the *hsfa1* quadruple mutant (Liu et al, 2011), it is possible that cMed is recruited to these loci via the HSFA2-CDK8 interaction.

Yeast and animal CKM function in part by phosphorylating TFs, thus regulating their activity, localisation and stability (Steinparzer et al, 2019; Alarcon et al, 2009; Fryer et al, 2004). It is an intriguing hypothesis that HSFA2 might be directly phosphorylated by CDK8. However, our attempts to detect CDK8-dependent phosphorylation on HSFA2 were so far unsuccessful. The interaction between CDK8 and HSFA2 was strongest during and shortly after HS, suggesting that the interaction may occur at the chromatin of common target loci (Fig. 6). This is in line with overlapping binding sites of CDK8 and HSFA2 in the promoters of target genes (Fig. 5, Kappel et al, 2023).

CDK8 and cMed were more strongly enriched at memory loci directly after HS in primed (P + T) than unprimed (T) plants (Figs. 5 and EV4). In contrast, neither was enriched in the primed state before recurrent HS (P). Similarly, HSFA2 binds to its target genes in a hit-and-run mode (Lämke et al, 2016). Thus, neither CDK8 nor HSFA2 seem to mark genes for enhanced reactivation during the primed state; rather, modifications to the chromatin, such as hyper-methylation of histone H3K4, appear to prime a locus and make recruitment of CKM-cMed upon recurrent HS more efficient, thus mediating transcriptional memory. During JA-induced priming of dehydration stress genes a partial PIC remained associated with a primed locus (Liu and Avramova, 2016). PIC assembly is a rate-limiting step of transcriptional activation, at least in yeast, and a partial PIC ‘scaffold’ confers more efficient re-initiation of Pol II (Li et al, 1999; Kuras and Struhl, 1999; Venters and Pugh, 2009; Yudkovsky et al, 2000). Poised or docked Pol II and PIC ‘scaffold’ components were also implicated in transcriptional memory in yeast and metazoans (Pavri et al, 2005; Light et al, 2013; Maxwell et al, 2014). Whether a partial PIC ‘scaffold’ is involved in HS-induced transcriptional memory remains to be investigated.

CDK8, MED23 and Pol II binding accumulated towards the 3ʹ-end of genes (Figs. 5 and 8). This was surprising as CDK8 is not assumed to globally travel with Pol II and in fact, CKM and Pol II association with cMed are mutually exclusive in other systems (Knuesel et al, 2009a; Allen and Taatjes, 2015). Pol II binding increased after P + T at 3ʹ-ends, particularly in the absence of CDK8. At the same time, mature transcript levels in *cdk8* were lower, as were Pol II-associated transcripts (Figs. 3, 4, and EV5). Together, this suggests that cMed and CKM travel with Pol II along the gene body. In *cdk8* mutants, unproductive (stalled) Pol II complexes accumulate, similar to a traffic jam. Thus, CDK8 may be required for resolving stalled Pol II complexes, for proper transcription termination and/or for coordinating re-initiation directly after termination. Indeed, in mammalian cells CDK8 is required for pause-release as well as efficient elongation and termination of Pol II (Poss et al, 2016; Galbraith et al, 2013; Donner et al, 2010; Shandilya and Roberts, 2012). Mediator also controls rapid re-initiation events, thus producing ‘convoys’ of elongating Pol II molecules during transcriptional bursts at highly expressed genes (Tantale et al, 2016; Richter et al, 2022). However, plant genomes lack homologues for a number of protein complexes involved in transcriptional regulation (including NELF and Integrator) so the mechanism of promoter escape, pausing and re-initiation may be quite different (Obermeyer et al, 2023). During transcriptional memory of the *INO1* locus in yeast, CDK8 maintained a partial PIC and hypo-phosphorylated Pol II by preventing re-association of the TFIIK/Kin28 kinase and phosphorylation of Pol II CTD (Light et al, 2013; D’Urso et al, 2016). H3K4me2 was shown to be upstream of PIC formation and required for Pol II recruitment during memory (D’Urso et al, 2016; Sump et al, 2022). During HS memory, H3K4 hyper-methylation was impaired in *cdk8*. Yeast CDK8 modulates the activity of the Set1/COMPASS histone methyltransferase (D’Urso et al, 2016; Law and Finger, 2017); it remains to be investigated whether this interaction is conserved in plants.

The CKM has complex roles in the activation and repression of transcription, particularly in reprogramming gene expression patterns in response to environmental or developmental cues. Transcription repression is mediated independently of kinase activity by blocking the binding of cMed to Pol II in the PIC. In contrast, roles in transcription activation during transcription elongation, termination and re-initiation may require kinase activity, for example through the phosphorylation of gene-specific transcription factors (Donner et al, 2010; Galbraith et al, 2013; Poss et al, 2016). What determines the net effect at individual genes is unknown. Plant CDK8 has been ascribed positive and negative roles in gene expression, however, mechanistic details are lacking. Here, we examined the role of plant CDK8 during stimulus-dependent gene induction and transcriptional memory in unprecedented detail. Besides the expected association of CDK8 with promoter and transcription start site regions, we unexpectedly found CDK8 and cMed enriched at 3ʹ-ends. The temporal and spatial dynamics of HSFA2, CDK8, cMed and Pol II occupancy point to a model where HSFA2 recruits CKM to memory gene loci, where CDK8 promotes enhanced re-induction upon recurrent HS by (1) modifying chromatin environment in the primed state around the TSS, and (2) by promoting highly productive Pol II complexes or Pol II convoys through its roles in elongation, termination, recycling and/or re-initiation (Fig. 9). Our findings enhance our understanding about the function of CDK8 in stress responses and transcriptional stress memory and underline the complex and central role of the Mediator co-regulator complex during transcription regulation.

**Figure 9:**
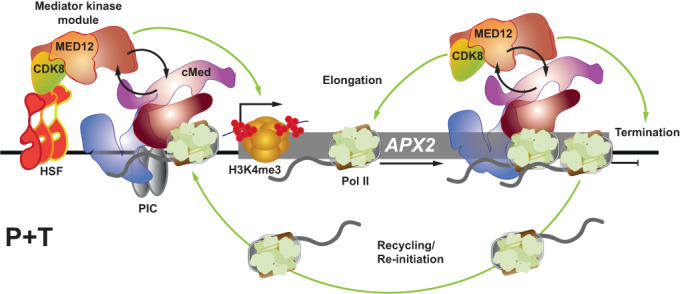
CDK8 and the CKM regulate HS-induced transcriptional memory at the *APX2* locus promoting efficient transcription by Pol II. After a repeated HS (P + T), HSF-containing oligomeric complexes bind to DNA and activate *APX2* transcription. The CKM is recruited by direct interaction with HSFA2/HSFA3. cMed is also recruited along with the CKM to interact with the pre-initiation complex (PIC) and Pol II to initiate transcription. CDK8 promotes hyper-methylation of H3K4 around the TSS. Both cMed and CKM travel with elongating Pol II through the body of the gene, accumulating to the highest levels at its 3′ end. CDK8 may promote aspects of the elongation and termination steps and/or promote efficient recycling/re-initiation of Pol II complexes immediately after termination, thus driving hyper-induced gene expression. Thus, CDK8 inhibits the accumulation of non-productive Pol II at the 3′ end of the gene. Presumably, CKM and Pol II do not directly interact, but rather exist in a rapidly-exchanging equilibrium with cMed.

## Methods

### Plant materials and growth conditions

All *A. thaliana* lines were in the Col-0 background. *pAPX2::LUC* (Liu et al, 2018), *cdk8* (GABI_564F11; Ng et al, 2013; Crawford et al, 2020), *hsp101* (SALK_066374; Wu et al, 2013), *hsfa2-1* (SALK_008978; Charng et al, 2007), *cct-1*, *cct-2* (SALK_108241) (Gillmor et al, 2010), *med23* (SALK_074015; Dolan et al, 2017), *HSFA2::FLAG-HSFA2* (Friedrich et al, 2021), *NRPB2::NRPB2-FLAG* (Kindgren et al, 2020)*, 35S::CDK8-MYC* and *35S::CDK8-D176A-MYC* (Zhu et al, 2014) have been described. EMS-induced mutations were backcrossed at least twice before mapping and detailed phenotyping. Seeds were sterilised and grown on 1× MS solid medium with 1% (w/v) glucose. After stratification, seedlings were grown at 23 °C in a 16 h/8 h light/dark cycle in a growth cabinet (white light intensity 120 μE m^−2^ s^−1^). HS treatments were initiated after 5 d of growth.

### Heat stress treatments

To assess basal thermotolerance (bTT), plates with 5 d-old seedlings were incubated at 44 °C for the indicated times. To assess acquired thermotolerance (aTT), 5 d-old seedlings were incubated at 37 °C for 1 h, then 23 °C for 90 min, then 44 °C for 140–240 min. To assess HS memory/maintenance of acquired thermotolerance (maTT), 5 d-old seedlings were first subjected to a acclimatising HS (37 °C for 1 h, 23 °C for 90 min, then 44 °C for 45 min), left to grow for 3 d, and then subjected to 44 °C for 70–120 min. Plates were returned to normal growth conditions for 14 d before analysis (Stief et al, 2014).

### LUC assay

LUC activity was measured using a NightOWL LB983 in vivo imaging system (Berthold Technologies). Seedlings were sprayed with a 1 mM solution of D-luciferin (Promega) in water. Plates were incubated in the dark for 12 min before bioluminescence detection. Using the IndiGO software, images were taken with an exposure time of 200 s. The threshold of LUC was adjusted depending on the experimental setup.

### Construction of transgenic lines

To construct the *pCDK8::CDK8-GSY* line, a 2.7 kb fragment containing the genomic sequences of *CDK8* (no stop codon) and its promoter, and a 783 bp fragment containing the 3′ UTR and flanking sequence, were amplified from Col-0 genomic DNA. The GSY tag (C-terminal orientation) and linker sequence was amplified from the *pEN-R2L3-GSY* plasmid (Besbrugge et al, 2018). The fragments were cloned into an *Asc*I*/Not*I*-*digested *pGreenII* vector containing the methotrexate resistance gene using InFusion (Takara Bio). Following sequence confirmation, the construct was introduced into *Agrobacterium tumefaciens GV3101* and transformed into *cdk8* mutant by floral dip (Clough and Bent, 1998). Transgenic individuals were selected on GM media containing 0.1 μg mL^−1^ methotrexate, and checked for single copy insertion. To construct the *pMED23:HA-MED23* line, an InFusion-based approach was utilized. A 1.0 kb fragment containing the *MED23* promoter and an 8.4 kb fragment containing the genomic sequence of *MED23* and the 3′ UTR were amplified from Col-0 genomic DNA. A 3xHA sequence was amplified from pJOG331 plasmid and fused in an N-terminal orientation to the *MED23* gene using InFusion. Fragments were cloned into *pGreenII* as above, and constructs transformed in the *med23* mutant by floral dip; transformants were selected on methotrexate. To construct *35S::FLAG-LUC*, sequences of the *CaMV 35S* promoter, 3×FLAG tag with linker, firefly LUC and *nos* terminator were amplified and cloned into *pGreenII* with Norflurazone-resistance gene. After floral-dip transformation into the wild-type, transgenic individuals were selected for on GM media containing 1 μM Norflurazone. Oligonucleotide sequences for construct preparation are given in Dataset EV3.

### RNA extraction and qRT-PCR

Seedlings were subjected to either a type I (sustained expression) or type II (altered re-induction) HS treatment as described for each experiment. Samples were snap-frozen in liquid nitrogen and RNA was extracted using the hot phenol method (Friedrich et al, 2021). Genomic DNA was degraded using TURBO™ DNAse (Ambion), and cDNA was reverse-transcribed from 5 μg RNA using SuperScript III (Invitrogen) and oligo-dT primers. 2.5 μL of 1:5 diluted cDNA was used in a 10 μL qPCR reaction using GoTaq qPCR Master Mix (Promega) and a LightCycler 480 (Roche). All data were normalised to the reference transcript *At4g26410* using the comparative Ct method.

### RNA sequencing and analysis

RNA was extracted using the RNeasy Plant Mini kit (Qiagen). Genomic DNA was degraded using TURBO™ DNAse, and RNA quality checked using RNA ScreenTape (TapeStation 4200, Agilent). Library preparation using oligo-dT enrichment of mRNAs, and RNA sequencing were performed by BGI Genomics (http://www.bgi.com) with the DNBseq platform, generating 2 × 150 bp paired-end sequencing reads (~67 million reads per sample). Paired-end reads were mapped against the *A. thaliana* reference genome (TAIR10) using STAR version 2.7.10a (Dobin et al, 2013) with the –quantMode GeneCounts option.

Differential gene expression analysis was performed using the R package DESeq2 (Love et al, 2014). Significantly differentially expressed genes were defined by an adjusted *p*-value of <0.05 and a log_2_ fold-change of >1 or <−1 for up-regulated or down-regulated genes, respectively, relative to the NHS control for that genotype. In Col-0, +/++ genes were defined as those genes which were significantly up-regulated at T vs. NHS and at P + T vs. P, and which were also up-regulated at P + T vs. T. The 0/+ genes were defined as significantly up-regulated at P + T vs. P, not up-regulated at T vs. NHS, and also up-regulated at P + T vs. T. Venn diagrams were generated using Venny (Oliveros, 2007) and graphs generated using the R packages lattice, latticeExtra and ggplot2.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation was performed essentially as described (Lämke et al, 2016; Kaufmann et al, 2010), with some modifications. Seedlings were subjected to a type II HS regime and harvested immediately after HS. Different cross-linking and ChIP conditions were used depending on the target. For histone modifications, 1–2 g of seedlings were crosslinked in ice-cold MC buffer containing 1% formaldehyde, 2 × 5 min under vacuum (25 mbar). For Pol II and Mediator, 2–3 g seedlings were crosslinked in ice-cold MC buffer containing 1.5 mM ethylene glycol bis(succinimidyl succinate) (EGS; Sigma), 10 min under vacuum. Formaldehyde was added to a final concentration of 1%, and seedlings were crosslinked for a further 10 min. In both cases, crosslinking was stopped by addition of glycine to a final concentration of 0.125 M and 5 min under vacuum. Seedlings were washed, dried and snap-frozen until analysis. Seedlings were ground under liquid nitrogen, and chromatin was extracted in 25 mL ice-cold, freshly-made M1 buffer supplemented with 1 mM phenylmethylsulfonylfluoride (PMSF; Roche), 2 mM benzamidine (Sigma), 1× cOmplete Protease Inhibitor Cocktail tablets (Roche), 1/1000 (v/v) Plant Protease Inhibitor Cocktail (Sigma). Extracts were filtered through Miracloth and washed five times by centrifugation in ice-cold, freshly made M2 buffer, then one wash with M3 buffer. Chromatin pellets were resuspended in 1 mL sonication buffer and sonicated for 15, 20 or 25 cycles of 30 s on/30 s off using a Bioruptor (Diagenode) on low-intensity settings. Sonicated chromatin was cleared, mixed with an equal volume of IP buffer, and 100 μL removed as an input control. Chromatin was pre-cleared with 20 μL equilibrated Protein A beads (Invitrogen) for 1 h at 4 °C with 10 rpm rotation. Pre-cleared chromatin was split into equal volumes depending on the targets, and incubated with appropriate primary antibodies overnight at 4 °C with rotation. For histone modifications, 1.5 μg of antibodies against histone H3 (abcam ab1791), H3K4me3 (ab8580), H3K9ac (ab10812), or rabbit IgG (Thermo-Fisher 02-6102) were used. For Pol II, 1.5 μg of antibodies against NRPB1 (Agrisera AS11-1804), CTD repeat YSPTSPS (phospho S5, abcam ab5131), or CTD repeat YSPTSPS (phospho S2, abcam ab5095) were used; rabbit IgG was used as a negative control. For Mediator, 4 μg of antibodies against MYC (abcam ab9106) or HA (Sigma H6908) were used, and rabbit IgG was used as a negative control. Chromatin-antibody complexes were then recovered by incubation with Protein A beads, 3 h at 4 °C with rotation. Following IP, all washing, elution, de-crosslinking, DNA purification and recovery steps were performed as described (Lämke et al, 2016). ChIP DNA was diluted 1/50 (for inputs) or 1/10 (for IPs) and analysed by qPCR using primers listed in Dataset EV3.

### Split-luciferase complementation assay

Proteins of interest were fused to N- and C-terminal fragments of *Renilla* LUC (RLuc) and transiently expressed in tobacco leaves using ß-estradiol-inducible destination vectors pYS40 (RLuc-N) and pYS39 (RLuc-C) (Schatlowski et al, 2010). Vectors were transformed into *A. tumefaciens* GV3101 and transfected into leaves of 4-week-old *N. benthamiana* for transient expression. Expression of the fusion proteins in *N. benthamiana* was induced by brushing infiltrated leaves with 100 µM β-estradiol/0.1% Tween-20 in water. Plants were kept for 24 h in a lid-covered tray. For bioluminescence detection, the leaves were infiltrated with 10 µM ViviRen live cell substrate (Promega). After incubation for 10 min in darkness, bioluminescence was detected with the NightOWL for 30 min.

### Protein co-immunoprecipitation and immunoblotting

In vitro pulldown assay to test the interaction between CDK8 and HSF proteins was performed essentially as described (Friedrich et al, 2021). CDK8 coding sequences were inserted into the pIX-HALO expression vector. pIX-FLAG expression vectors for FLAG-tagged HSFA2 and HSFA3 proteins were previously described (Friedrich et al, 2021). Plasmid combinations were transcribed and co-translated in vitro using TNT wheat germ expression kits (Promega) and immunopurified with MagneHalo™ Beads (Promega). HALO-Tag expressed from empty pIX-HALO vector was used as a negative control. Co-immunoprecipitation of FLAG-tagged proteins was performed essentially as described (Friedrich et al, 2021). Briefly, 1–2 g of seedlings were ground under liquid nitrogen and proteins were extracted in 4 mL non-denaturing buffer containing 50 mM Tris-HCl pH 7.5, 50 mM NaCl, 2% (v/v) Triton X-100 and 5 mM DTT, supplemented with 1 mM phenylmethylsulfonylfluoride (PMSF; Roche), 2 mM benzamidine (Sigma), 1× cOmplete Protease Inhibitor Cocktail tablets (Roche) and 1/1000 (v/v) Plant Protease Inhibitor Cocktail (Sigma). After 30 min extraction on ice, extracts were cleared by centrifugation. An input sample was removed before extracts were incubated with 50 µL anti-DYKDDDDK paramagnetic beads (Miltenyi Biotec) at 4 °C with rotation for 1.5 h. Extracts were loaded step-wise onto columns and separated at RT using µMACS magnetic isolation kit (Miltenyi Biotec); columns were washed three times with wash buffer (50 mM Tris-HCl pH 7.5, 50 mM NaCl, 0.1% (v/v) Triton X-100, 1× cOmplete Protease Inhibitor) and incubated 10 min on the column with 20 µL native elution buffer (1.5% (v/v) triethylamine, 0.1% (v/v) Triton X-100, 1× protease inhibitors). Native protein complexes were then eluted by pH-shift with native elution buffer, 3×50 µL; eluates were pooled and neutralized by addition of MES pH 3.0 to a final concentration of 180 mM. For analysis by SDS-PAGE, proteins were separated on resolving gels, transferred to nitrocellulose membranes in 15% MeOH/0.03% SDS buffer and immunoblotted using antibodies against FLAG (Sigma F1804; 1:2500), *c*-MYC (Sigma M4439; 1:4000), RNA polymerase II CTD repeat YSPTSPS (phospho S2) (abcam ab5095; 1:1000). Immunecomplexed proteins were detected using IRDye secondary antibodies and visualized using an Odyssey Fc imager (LiCOR). Blotted membranes were stained using REVERT total protein stain (LiCOR).

### Analysis of nascent transcription

Plant Native Elongating Transcript-qPCR (plaNET-qPCR) was performed essentially as described, using FLAG-tagged NRPB2 (Kindgren et al, 2020). In all, 2–3 g of 7 d-old seedlings were processed per sample, and *35S::FLAG-LUC* was used as negative control. Native Pol II complexes were immunoprecipitated from total protein extracts using anti-FLAG beads as described for above, except that RNasin® ribonuclease inhibitor (Promega; 1/250 dilution) and 10 mM MgCl_2_ were added. RNA was extracted from the immunoprecipitated sample using the Hot phenol method, and cDNA synthesized using 6 µM Random Primer Mix (NEB) and SuperScript III. Transcript expression was analysed by qPCR using the primers listed in Dataset EV3; expression was normalized to *ACTIN2*.

## Supplementary information

Appendix with Figs S1, S2

Dataset EV1

Dataset EV2

Dataset EV3

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Fig. 6

Peer Review File

Expanded View Figures

## Data Availability

RNA-seq data are available at NCBI GEO under accession number GSE232094.

# Supplementary material for: The Mediator kinase module enhances polymerase activity to regulate transcriptional memory after heat stress in Arabidopsis
**Source:** EMBO J. 2024 Jan 16;43(3):6. doi: 10.1038/s44318-023-00024-x
**Supplement:** Supplementary file 1 — Appendix with Figs S1, S2

## **Appendix for**

### **Mediator kinase module enhances polymerase activity to regulate transcriptional memory after heat stress**

Tim Crawford, Lara Siebler, Aleksandra Sulkowska, Bryan Nowack, Li Jiang, Yufeng Pan, Jörn Lämke, Christian Kappel, Isabel Bäurle

## **Table of Contents**

|                        |             |
|------------------------|-------------|
| <b>Appendix Fig S1</b> | <b>p. 2</b> |
| <b>Appendix Fig S2</b> | <b>p. 3</b> |

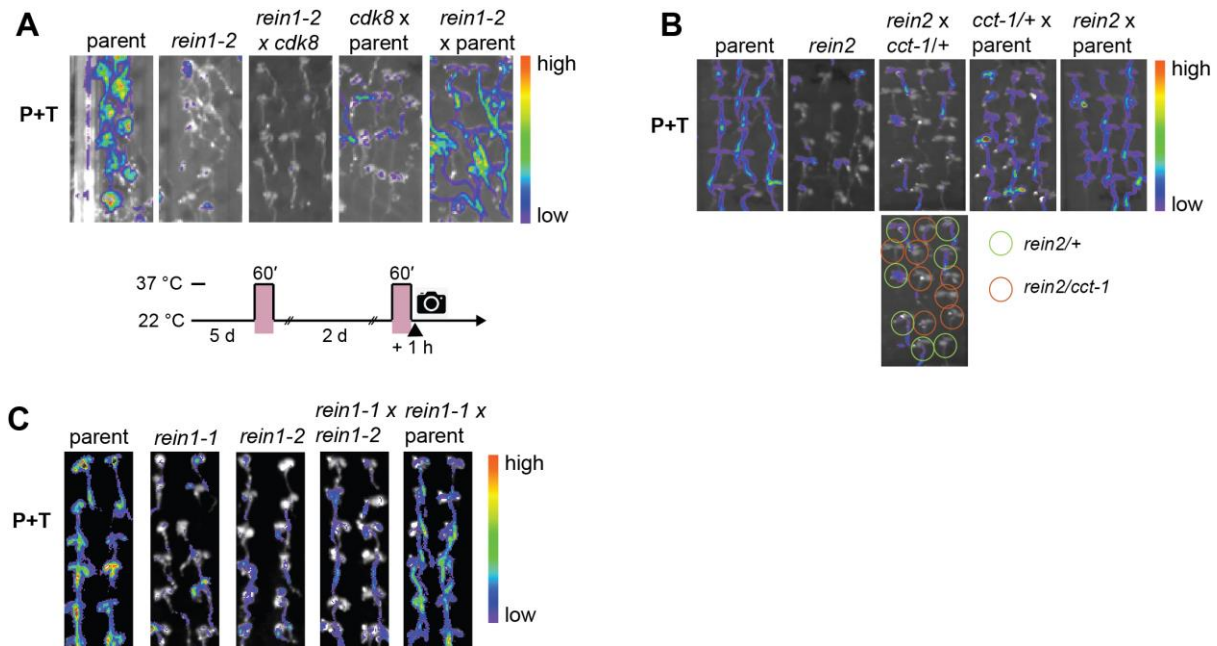

**Appendix Fig S1. Allelism of *rein1-2* and *cdk8*, *rein2* and *med12*, and *rein1-1* and *rein1-2* (cf. Fig 1). **A** Allelism of *rein1-2* and *cdk8*. Bioluminescence in seedlings after repeated HS (P+T) was not complemented in the F1 progeny of *rein1-2* crossed with *cdk8*, but was complemented after crossing to the parental line. The schema below indicates the HS regime. Relative LUC (*pAPX2::LUC*) activity was converted to a false colour scale. **B** Allelism of *rein2* and *med12* (*cct-1*). Bioluminescence in seedlings after repeated HS (P+T) was measured in the F1 progeny of *rein2* crossed to *cct-1/+*, as well as control crosses with the parental line. Due to the sterility of homozygous *cct-1* mutants, heterozygous individuals were used for crosses; after imaging, individual seedlings were genotyped. *Rein2/cct-1* seedlings failed to complement the LUC phenotype while *rein2/+* seedlings showed complementation. **C** Allelism of *rein1-1* and *rein1-2*. Bioluminescence in seedlings after repeated HS (P+T) was not complemented in the F1 progeny of *rein1-1* crossed with *rein1-2*, but was complemented after crossing to the parental line.**

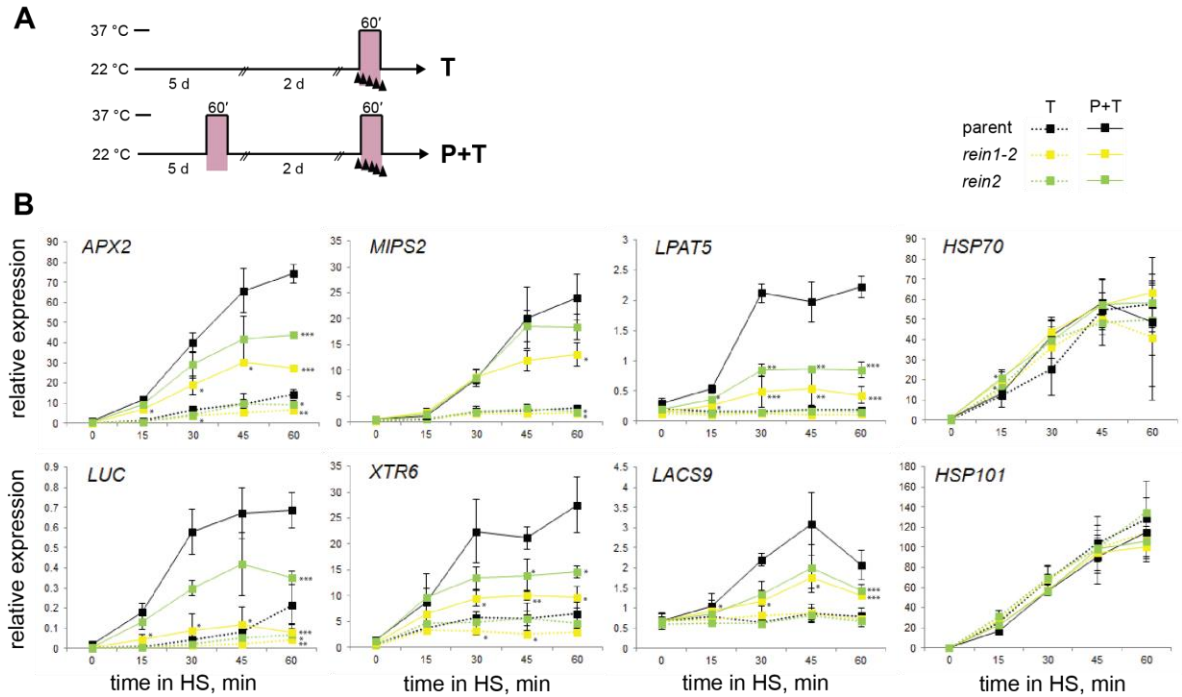

**Appendix Fig S2. Kinetics of gene hyper-induction are altered in *rein* mutants (cf Fig 3).**  
**A** Treatment schema for the Type II HS memory assay. T, HS on d 7 only (triggered); P+T, HS on both d 5 and d 7 (primed + triggered). Naïve or primed seedlings were sampled immediately prior to and at 15-minute intervals during the triggering HS, up to 60 min (arrowheads). **B** Seedlings were treated as indicated and relative transcript levels of six type II memory genes (*APX2*, *pAPX2::LUC*, *MIPS2*, *LPAT5*, *XTR6*, *LACS9*) and two HS-induced non-memory genes (*HSP70*, *HSP101*) were measured by qRT-PCR and normalized to the expression of *At4g26410*. Data are mean  $\pm$  SEM of three independent biological replicates. Asterisks denote significant difference of the *rein1-2* or *rein2* mutant to the parental line (\*,  $p < 0.05$ ; \*\*,  $p < 0.005$ ; \*\*\*,  $p < 0.0005$ ; unpaired, two-tailed t-test).

# Supplementary material for: The Mediator kinase module enhances polymerase activity to regulate transcriptional memory after heat stress in Arabidopsis
**Source:** EMBO J. 2024 Jan 16;43(3):6. doi: 10.1038/s44318-023-00024-x
**Supplement:** Supplementary file 11 — Expanded View Figures

## Expanded View Figures

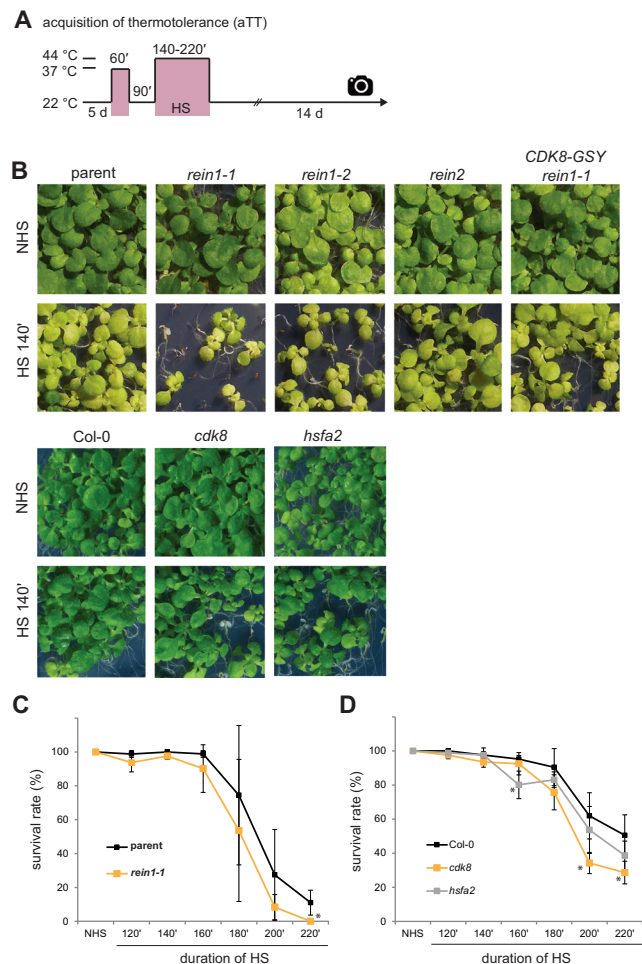

**Figure EV1. Acquisition of thermotolerance is slightly impaired in *rein* and *cdk8*.**

(A) Treatment scheme for acquired thermotolerance (aTT) assay. 5 d-old seedlings were exposed to 37 °C for 1 h, recovered at 23 °C for 90 min and subsequently exposed to 44 °C for 140–220 min. Images were taken 14 d later. Three or four biological repeat experiments were performed. (B) Representative aTT assay with the *rein1-1*, *rein1-2* and *rein2* mutants, the complementing CDK8-GSY *rein1-1* line and the parental *pAPX2::LUC* line (upper), and the *cdk8* and *hsf2* mutants and their parental Col-0 wild type (lower). NHS (non-heat stressed) seedlings are shown as controls for normal growth. (C, D) Survival rates for *rein1-1* (C) and *cdk8*, *hsf2* (D). Error bars indicate the mean  $\pm$  SEM of three independent biological replicate experiments. Asterisks denote significant difference of the mutant to the relative control (\* $p$  < 0.05; unpaired, two-tailed t test).

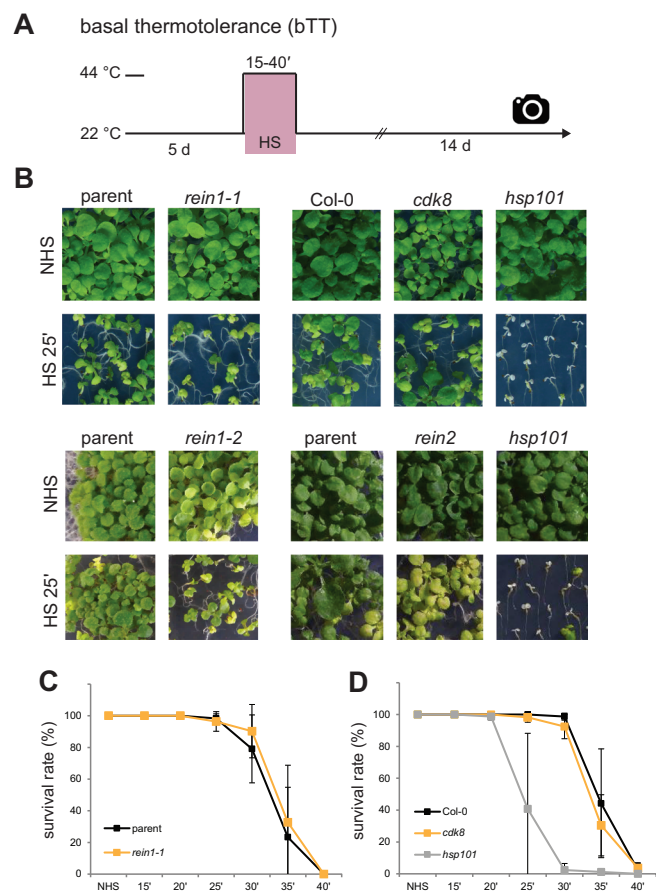

**Figure EV2. Basal thermotolerance is not affected in *rein* and *cdk8*.**

(A) Treatment scheme for basal thermotolerance (bTT) assays. Five-day-old seedlings were exposed to 44 °C for 15-40 min and images were taken 14 d later. The *hsp101* mutant was included as a control for decreased basal thermotolerance. Three or four biological repeat experiments were performed. (B) Representative bTT assay with *rein1-1* and its parent line (upper left), *cdk8*, *hsp101* and Col-0 wild type (upper right), *rein1-2* and the parent (lower left), and *rein2* (lower right). Each panel shows representative images from plants grown on the same plates. (C, D) Survival rates for *rein1-1* (C) and *cdk8* (D) versus their respective controls. Error bars indicate the mean  $\pm$  SEM of three independent biological replicate experiments.

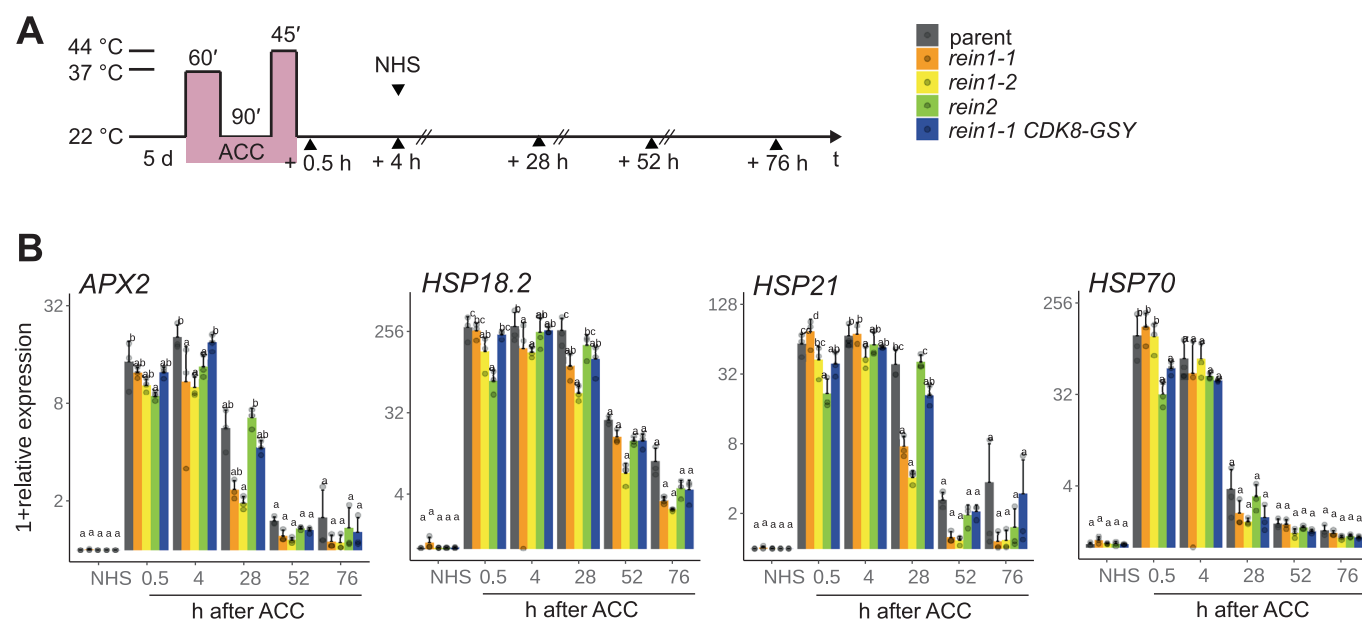

**Figure EV3. Type I transcriptional HS memory gene expression is impaired in *rein* mutants.**

(A) Treatment schema for the type I HS memory assay (sustained induction). Seedlings were grown for 5 d before being subjected to either a full ACC (37 °C for 60 min, RT for 90 min, 44 °C for 45 min). Seedlings were left to recover and sampled at 0.5, 4, 28, 52 or 76 h after the end of ACC (or 4 h after NHS). (B) Seedlings were treated as indicated and relative transcript levels of three type I memory genes (*APX2*, *HSP18.2*, *HSP21*) and the HS-induced non-memory gene *HSP70* were measured by qRT-PCR and normalized to the expression of *At4g26410*. Data are  $\log_2(1 + \text{mean of relative transcript expression}) \pm \text{SEM}$  of three independent biological replicate experiments, along with individual data points. Transcript levels were statistically evaluated for all genotypes within each timepoint by ANOVA followed by Tukey's HSD test ( $p < 0.05$ ). Genotypes are assigned one or more letters based on their statistical group. Genotypes sharing one letter are not significantly different.

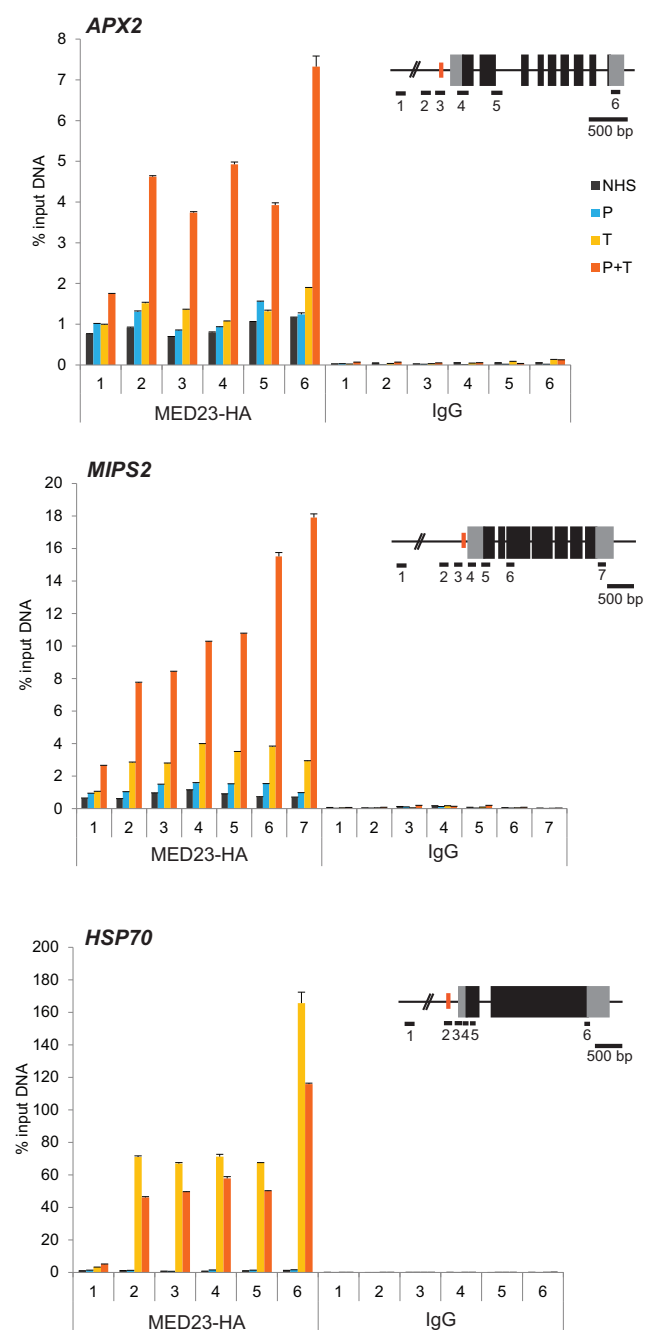

**Figure EV4. MED23 is recruited to HS memory gene loci during type II memory.**

Seedlings of the MED23-HA line were subjected to a type II HS regime. Occupancy of MED23-HA was determined by ChIP-qPCR using antibodies against the HA tag. Amplicons targeted the sites indicated on the gene models; red bars indicate binding sites for HSF1. Data from one representative biological replicate are shown  $\pm$ SEM of three technical replicates; the experiment was repeated with near identical results.

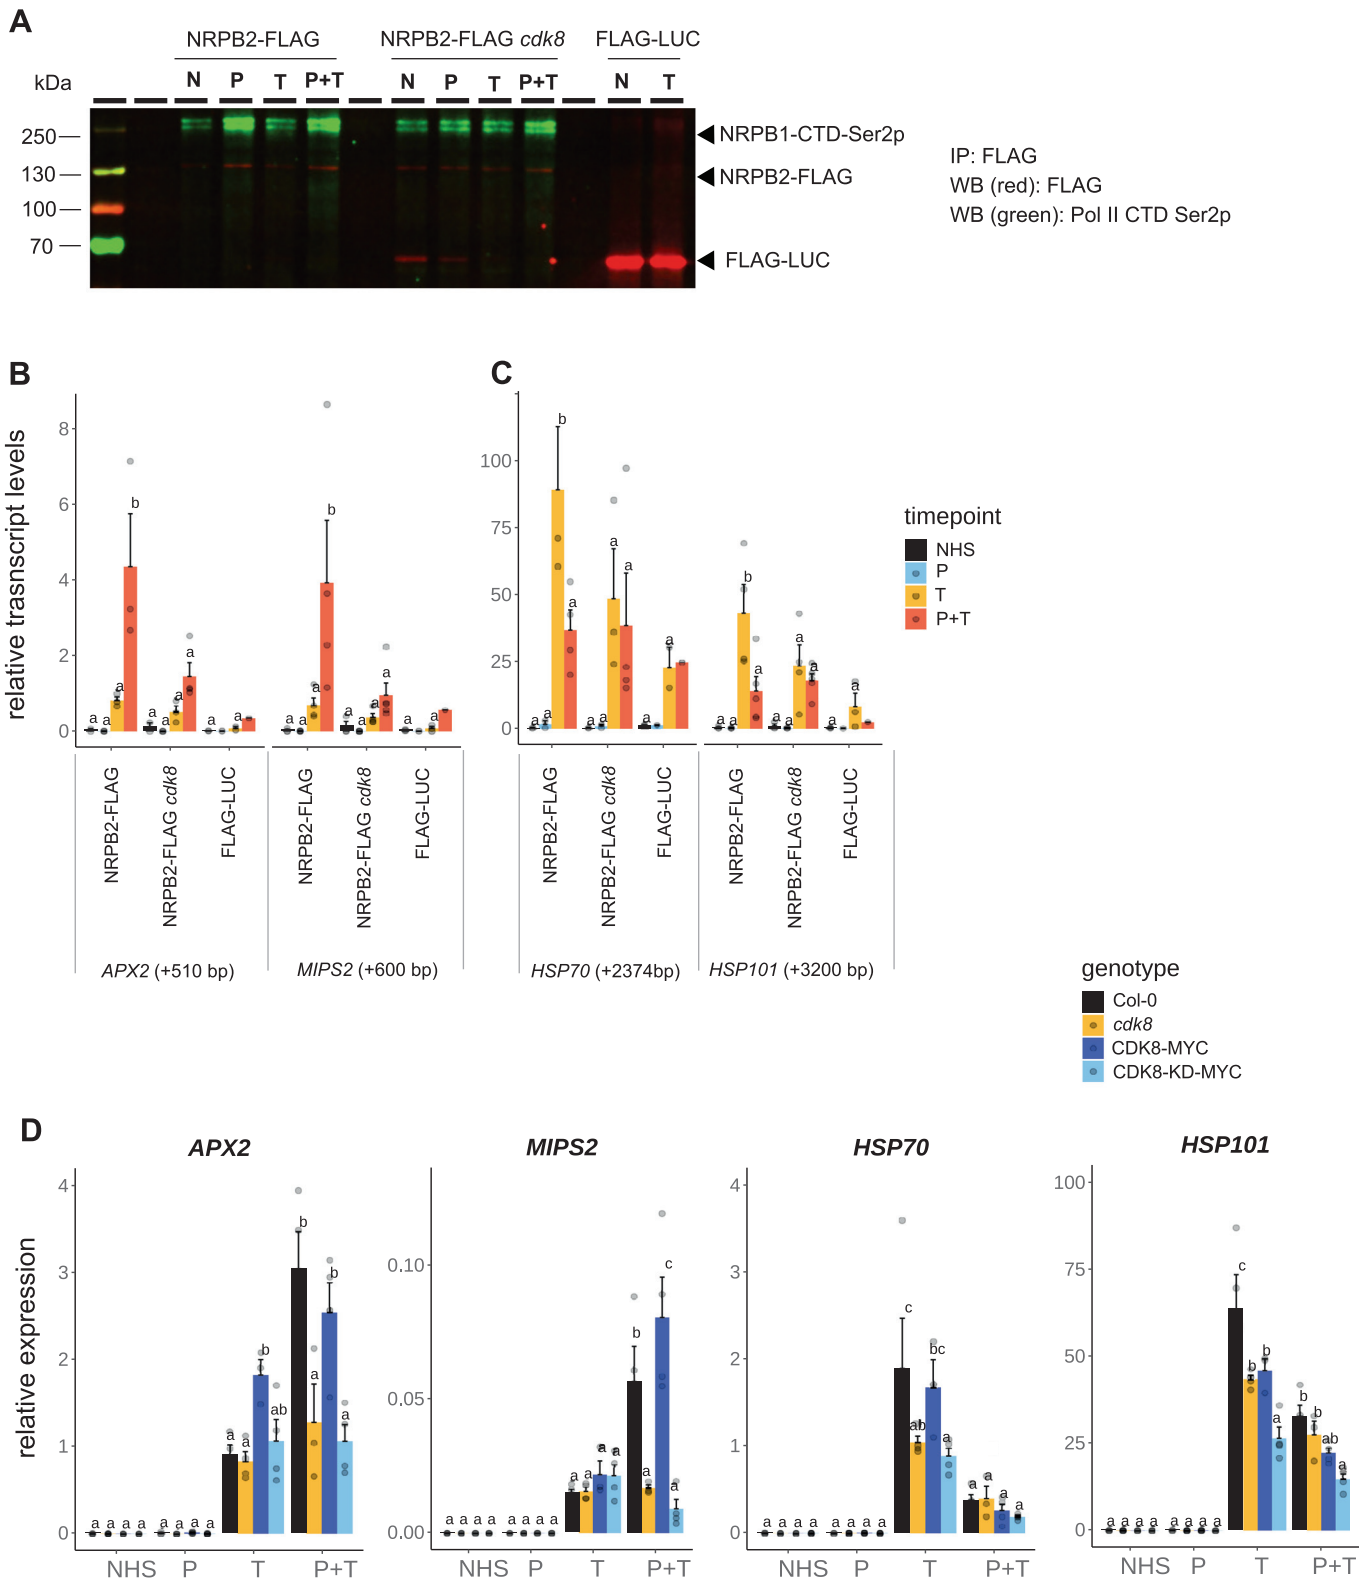

◀ **Figure EV5. Pol II-associated nascent transcript levels of type II memory gene loci depend on CDK8.**

NRPB2-FLAG seedlings in the wild type or *cdk8* background, and FLAG-LUC control seedlings, were subjected to a type II HS regime (cf. Fig. 4A). NHS, no heat stress; P, HS on d 5 only (primed); T, HS on d 7 only (triggered); P + T, HS on both d 5 and d 7 (primed + triggered); each HS consisted of 37 °C for 60 min, and seedlings were sampled on d 7. (A) Native RNA polymerase II complexes were immunoprecipitated from total protein extracts and separated by SDS-PAGE, followed by immunoblotting with antibodies against FLAG (red) or RNA pol II (NRPB1-)CTD-Ser2p (green). (B, C) Nascent elongating transcript levels in isolated native RNA polymerase II complexes were analysed using plaNET-qPCR. (D) Seedlings of Col-O, *cdk8*, CDK8-MYC or CDK8-KD-MYC were subjected to a type II HS regime and relative levels of the unspliced transcripts of *APX2*, *MIPS2*, *HSP70* and *HSP101* were measured by qRT-PCR. (B, D) Data shown are the mean ± SEM of indicated transcript levels, normalized to ACTIN2 (B, C) or *At4g26410* (D), as well as individual data points from at least four independent biological repeat experiments, along with individual data points. Transcript levels were statistically evaluated for all genotypes within each treatment by ANOVA followed by Tukey's HSD test ( $p < 0.05$ ). Genotypes are assigned one or more letters based on their statistical group. Genotypes sharing one letter are not significantly different.

How the deposited data were processed for this re-analysis (not part of the article)

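RNA-sequencing was done on seedlings of Col-0, *hsfa2* and *cdk8* after 4 treatments (NHS, P, T and P + T), with 3 biological replicates per group, giving 36 libraries in 12 groups. The authors prepared polyadenylated RNA libraries by oligo-dT selection, sequenced read pairs, mapped them to TAIR10 with STAR and counted them per gene. The deposited values are the counts that STAR reports per gene, one column per library, in read pairs, without normalization or filtering. The column of STAR's output (its strand setting) is not named in the paper's text. Of the 36632 genes, 10550 overlap another gene in TAIR10.1, and for these the strand setting could change the count. All 36632 identifiers were found in the RefSeq annotation of TAIR10.1, and none was of an organelle.
Counted pairs ranged from 29409330 to 31224343 per library. Pairs that were unmapped made up 1.14 to 2.27% of a file's total, multimapping pairs 1.31 to 2.38%, pairs outside genes 0.506 to 1.56% and ambiguous pairs 5.62 to 7.10%. Between 21988 and 23177 genes had a read in a library. The 20 most abundant genes took 13.9 to 16.9% of the counts at NHS and P, and 18.9 to 23.1% at T and P + T. At this depth a gene of 1 CPM has about 30 counts. Fold changes and the medians of lists are fitted values. Where genes at or below 3 counts in every library of a group moved the median of a list noticeably, it is also given with these genes set to that bound.
Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a minimum count of 10 and a minimum total of 15, TMM normalization, quasi-likelihood F-test on a model of 12 groups). The 20847 genes left were adjusted together by the Benjamini-Hochberg method for each comparison. Calls needed an adjusted p-value under 0.05 and an absolute log2FC above 1. Interactions were differences between a mutant and Col-0 in the log2FC of the same contrast. Counts of individual genes within a list that were lower or higher in a mutant, or had a lower or higher interaction, used the adjusted p-value alone. The genes of a list were tested together with fry and camera in limma 3.58.1 (36 set tests adjusted together, camera with a preset correlation of 0.01 and with an estimated one). Distributions of log2(CPM + 1) were compared by exact two-sided Kolmogorov-Smirnov tests with Holm's adjustment over 12 comparisons per list. Medians of single libraries were compared by two-sided exact permutation. CPM values use library size. All p-values of edgeR, DESeq2 1.42.0, fry and camera are two-sided.
The following choices were made before the data were examined: the model, thresholds, gene lists, set tests, rule for genes named in the text and the alternatives, apart from 7 added later. The genes named are those that the paper names as expressed or targeted, and, for each mutant, memory and other genes with a P + T/T interaction at an adjusted p-value under 0.05. Of memory genes, these are the 3 lowest and the 3 highest interactions, and no memory gene had a significantly higher one. Of genes outside the memory and early HS lists with a mean of at least 1 CPM, they are the 3 largest absolute interactions.
The alternatives were DESeq2 in place of edgeR, DESeq2's size factors in edgeR, scaling by library size alone, no filter beyond 1 read, a mean CPM of at least 1, glmTreat against a log2FC of 1, any significant increase, each genotype fitted alone, the replicate number as a block, the lists of the paper's Dataset EV1, a pseudocount of 0.1, and each library left out in turn. The 7 added after seeing the data were scaling by library size alone with the lists derived under TMM (the same genes), Kolmogorov-Smirnov tests with each library as a separate value, the same with the Dataset EV1 lists, CPM scaled by TMM, and 3 ways of counting non-responsive genes (all 3 contrasts of the class in the mutant, the same with DESeq2 and the Dataset EV1 lists, and DESeq2 with these lists).
Whether replicate numbers pair the libraries was checked by correlating residuals over 13382 genes. Libraries of the same number had a median correlation of 0.226 and those of different numbers −0.135. All 3 pairs were above 0.1 for P + T/P in Col-0, P + T/T in Col-0 and *hsfa2*, P/NHS in *hsfa2*, *hsfa2* against Col-0 at all 4 treatments, and *cdk8* against Col-0 at NHS, T and P + T. The paper does not state a pairing, so the main model has no block, and the blocked value is given where it changed a call or moved a count by more than 1.5 times. No pair of replicate libraries was a duplicate of another (chi-square per degree of freedom 6.92 to 62.0 over 36 pairs).
The procedure was tested on simulated data with 200 changed genes. Of these, edgeR recovered 97 to 100% with 1.48 to 3.96% false calls, and DESeq2 97.5 to 100% with 2.44 to 6.25%. The changed genes had a mean of at least 1 CPM, and every simulated change was larger than the log2FC threshold of the calls. These shares therefore do not measure how many smaller interactions, or changes of genes with fewer counts, would be found. Without a difference, 5.09% of 20494 genes had an unadjusted p-value under 0.05 and 0 were called, and fry gave 4.5% of 200 sets. To measure what selecting the lists in Col-0 gives by itself, 20 datasets without an effect of the mutations were simulated, with the Col-0 libraries drawn anew and shared by both mutants.
The chromatin immunoprecipitation, qPCR, reporter and physiological experiments and the comparison with microarray data were left out, since the values analysed here are gene counts from RNA-sequencing only.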

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

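The tests of the overlap given by the margins, of the shared Col-0 libraries and of the scaling for the 3 lists at T were chosen only after the result was seen, and the others before.
The difference between genotypes in P + T/T was itself tested, and 122 genes had a lower and 11 a higher response in *hsfa2* than in Col-0, and 59 a lower and 29 a higher one in *cdk8* (75 and 19 with library size alone). The median interaction was −0.81 for +/++ and −0.93 for 0/+ genes in *hsfa2*, and −0.52 and −0.68 in *cdk8*. Among single genes, 55 +/++ and 72 0/+ genes were lower in *hsfa2*, and 13 and 32 in *cdk8*. Selection of the lists in Col-0 argues for some loss in any other group, but in simulated data without an effect 20.9% of +/++ genes were non-responsive in *hsfa2* and 20.9% in *cdk8*, and 24.1% and 23.2% of 0/+ genes, which is below the observed shares in every case. Scaling is no candidate for these differences, since the P + T/T median of all genes moved by at most 0.06 with library size alone. In the same simulated data, at most 1 gene of a list had a significantly lower interaction, and the median interactions of both lists lay between −0.18 and −0.0052, so chance variation between libraries does not account for the lower response. The biological explanation that the design gives, the mutated gene, stays open as a hypothesis.
The 12 Col-0 and *hsfa2* libraries at T and P + T were split in 100 ways, the real one included. Of these, 9 gave as many genes with an interaction, and 9 and 8 as large an absolute median for +/++ and 0/+ genes. In 8 and 8, as many genes of these lists differed in 1 direction, lower or higher. For *cdk8* the numbers were 4 for all genes, 34 and 8 for the absolute medians, and 2 and 2 for the genes differing in 1 direction. Splits were compared with the real split in the same fits, which gave 121 genes with an interaction in *hsfa2* and 72 in *cdk8*. In 8 of the 100 splits the P + T libraries were parted by genotype, the real split included, while those at T were parted in any way, so that the genotype difference at P + T counts as an interaction. These 8 hold every split as large as the real one for the absolute medians of 0/+ genes in both mutants. The same holds for the genes of both lists that differed in 1 direction. For the +/++ median in *cdk8*, 19 of the 83 splits that parted neither treatment by genotype were also as large. Splits that mix the genotypes unevenly still carry part of their differences at T and P + T, so these numbers are no measure of chance for this median.
In T/NHS, 1 gene was lower in *hsfa2* than in Col-0 (0 higher, and 412 genes in either direction at an unadjusted p-value under 0.05), and 513 were lower and 43 higher in *cdk8* (382 and 149 with library size alone). The median T/NHS interaction in *hsfa2* was −0.29 for +/++ and −0.13 for 0/+ genes. In *cdk8* it was −0.68 for +/++, −0.22 for 0/+ and −0.39 for early HS genes, and on the same genes with library size alone −0.50, −0.049 (unadjusted p = 0.484) and −0.21. As many genes as in the real split (1 and 431 in these fits) were found in 8 of 100 splits for *hsfa2* and in 7 of 100 for *cdk8*. The 7 were all among the 8 splits that parted the T libraries by genotype, so they are no measure of chance. For *hsfa2*, 4 of the splits as large were among the 83 that parted neither treatment by genotype. As large an absolute median was found in 10 and 15 splits for +/++ and 0/+ genes in *hsfa2*, and in 1 and 1 (the real split) in *cdk8*. Of the 513 genes, 74.5% were also called with library size alone, so the scaling is not the whole cause for these genes, while the 0/+ median depends on it.
Without recurrent HS, *cdk8* differed from Col-0 in 193 higher and 324 lower genes at NHS, 241 and 292 at P, and 437 and 1159 at T (888 and 884 with library size alone), counts over all genes that the paper does not give (its Fig. 4C compares the genotypes for the memory and early HS lists). Each came from 3 against 3 libraries, where 1 of 10 splits, the real one, gave as many genes at NHS, at P and at T. The genes lower at T include 214 that were also lower at NHS and 799 also lower at P + T. A lower *HSFA2* transcript in *cdk8* was weighed as a cause. Of the 1159 genes, 0.690% (8 genes) were significantly lower in *hsfa2* at T, while 59.5% were lower at any size. Only 32 of all genes had an adjusted p-value under 0.05 between *hsfa2* and Col-0 at T. The share of significant genes was thus bound to be low and cannot decide the question. The median log2FC of the 1159 genes in *hsfa2* at T was −0.058, while each was below −1 in *cdk8*. On the same genes with library size alone, the median at T was −0.23 for +/++ and −0.091 for early HS genes, smaller than with TMM but still below 0 in the set test, and 0.044 for 0/+ genes. Library size alone moved the median of all genes at T by 0.23, and the lists moved with it. The change of the lists therefore cannot test the scaling as a cause. The sign for 0/+ genes and the size for the other lists depend on which scaling is right, which was not tested. Selection in Col-0 gave medians of 0.031, 0.053 and −0.035 in simulated data for +/++, 0/+ and early HS genes. Removing the trend with GC content, gene length and expression level left −0.47, −0.19 and −0.31. For +/++ and early HS genes, which were lower under both scalings, an effect of the mutation present at the first HS stays open as a hypothesis.
The early HS genes had a P + T/T interaction above 0, 0.13 in *hsfa2* and 0.12 in *cdk8*. On the same genes with library size alone the unadjusted p was 0.221 in *hsfa2* and 0.263 in *cdk8*, so it may depend on the scaling. It was lost without Col-0 P + T replicate 2, *hsfa2* T replicate 3 or *hsfa2* P + T replicate 1 (unadjusted p up to 0.121), and in *cdk8* without *cdk8* T replicate 3 (0.0504). Selection of the list in Col-0 gave mean medians of 0.037 in *hsfa2* and 0.038 in *cdk8* in simulated data without an effect. Of 100 splits, 3 gave as large an absolute median in *hsfa2* and 58 in *cdk8*. Of these 58, 43 were among the 83 splits that parted neither treatment by genotype. As for the +/++ median in *cdk8*, these numbers are no measure of chance. No biological explanation was tested.
Genes named by the paper also differed between genotypes. The P + T/T interaction in *hsfa2* was −1.58 for *APX2*, −1.79 for *MIPS2*, −3.06 for *LPAT5*, −1.72 for *LACS9*, −2.83 for *HSFA1E* and 0.82 for *HSFA3*. In *cdk8* it was −1.49 for *LPAT5*, −1.15 for *LACS9*, −0.82 for *HSFA1E* and 1.25 for *HSFA3*. T/NHS was lower in *cdk8* by −1.24 for *MIPS2*, −1.64 for *XTR6*, −1.05 for *LPAT5* and −2.45 for *HSFA3*. The lower response of *HSFA3* at T precedes its higher P + T/T value in *cdk8*, whose level at P + T was still −1.79 relative to Col-0. The *HSFA3* value in *hsfa2* was lost with library size alone (adjusted p = 0.0783, range over the alternatives 0.00325 to 0.0783) and in 8 of the 36 fits that each left out 1 library (up to 0.114). The *HSFA1E* value in *cdk8* was lost with each genotype fitted alone (adjusted p = 0.0964, range over the alternatives 0.0147 to 0.0964, and up to 0.139 in 20 of the 36 fits). *XTR6* was lower in *cdk8* at T whichever single library was left out (adjusted p at most 6.39e-05), which argues against 1 deviating library.
Of the genes chosen by the rule for named genes, the lowest interactions in *hsfa2* were those of AT4G18840 (−3.38), AT1G05330 (fitted −4.24) and AT1G61610 (fitted −3.99) within the memory lists. The last 2 are at the count bound, and their values there are given with the 0/+ genes. Outside the lists, the largest absolute interactions in *hsfa2* were those of AT4G28085 (−3.04), AT2G47560 (−2.27) and AT1G51090 (2.10, a higher response). In *cdk8* the lowest within the lists were *STS* (−2.74), *ABCG16* (−2.26) and AT5G41761 (−2.26). The largest absolute ones outside were *RWP1* (−3.10), AT2G02630 (−2.94) and AT3G09040 (−2.72). With each genotype fitted alone, the calls of AT2G47560 (adjusted p = 0.0793, range over the alternatives 0.00316 to 0.0793) and AT2G02630 (0.0589, range 0.0277 to 0.0589) were lost. With single libraries left out, they were also lost in 9 of 36 fits for AT2G47560 (up to 0.152) and in 8 for AT2G02630 (up to 0.107), and those of AT1G05330, AT1G61610 and *STS* in 5, 7 and 3 fits. No biological explanation was tested for single genes.
At P relative to NHS, 41 genes were up-regulated in Col-0, a count over all genes that the paper does not give (its Fig. 4D shows this comparison for the memory and early HS lists). Of these, 16 were +/++, 2 0/+ and 17 early HS genes. Their median log2FC was 1.74 in Col-0, 0.52 in *hsfa2* and 1.00 in *cdk8*, and 35 and 40 of them were higher at P than at NHS in the mutants. The genes were selected in Col-0, which by itself can give lower medians in the mutants. The P/NHS interaction was significant for 2 of them in *hsfa2* and 0 in *cdk8* (26 and 15 when adjusted over these genes alone). A small share of heat-stressed material in the Col-0 P libraries would raise all heat-stress genes alike, but the lower quartile of their excess was −0.0290% of the level at T. The count fell to 27 without Col-0 P replicate 3, so part of it may come from this library. 1 of 10 splits, the real one, gave as many genes. Expression retained after the first HS stays open as a hypothesis.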

How the results depend on the processing

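The settings named here as added were chosen only after the result was seen. Under 11 alternatives and with each library left out, most results kept their direction and their side of the threshold. The lists, counts and medians that did not are given here by setting, then the single genes, and where no reason is given the cause was not tested. The P + T/T interaction of both memory lists in both mutants kept its direction and significance under each alternative that recomputed it and with each library left out.
With glmTreat, a stricter test by construction, Col-0 had 1185 genes up and 1851 down in T/NHS, 1959 down in P + T/P, 164 and 18 in P + T/T and 7 up in P/NHS. In *hsfa2* the numbers were 1158 and 1647 in T/NHS, 1283 and 1696 in P + T/P, 14 and 0 in P + T/T and 1 up in P/NHS. In *cdk8* they were 948 and 1739, 1053 and 1981, 31 and 1, and 1. The lists held 46 and 66 genes, of which 44 and 60 were non-responsive in *hsfa2*, 36 and 58 in *cdk8* and 36 and 52 in both. Counting any significant increase gave lists of 357 and 327 genes, with 177 and 122 +/++ genes non-responsive. In the reverse direction it gave 359 memory genes in *hsfa2* (96 non-responsive in Col-0) and 483 in *cdk8* (136).
With library size alone and the lists derived anew, Col-0 had 946 up and 8546 down in T/NHS and 1136 and 8595 in P + T/P. In *hsfa2* these were 901 and 8418, and 1004 and 8703. In *cdk8* they were 849 and 6640, and 908 and 7547. The +/++ list held 94 genes and the early HS list 852, and 66 and 45 +/++ genes were non-responsive (37 in both). Lower interactions of +/++ genes numbered 34 in *hsfa2* (53 over the list alone, 35 by 1 or more) and, over the list alone, 32 in *cdk8* (1 higher by 1 or more). In *cdk8*, 19 genes were higher in P + T/T, 149 higher in T/NHS, and 888 and 529 higher than in Col-0 at T and P + T. The P + T/T medians of early HS genes were 0.15 (unadjusted p = 0.115) and 0.18 (0.0544), and the T/NHS median of 0/+ genes in *cdk8* −0.049 (0.506). At P the medians were −0.035 (0.318) for 0/+ genes in *hsfa2*, −0.085 (0.0923) for +/++ genes in *cdk8*, and 0 in *hsfa2* and 0.037 in *cdk8* for early HS genes, which reversed. At T 0/+ genes in *cdk8* reversed to 0.017 (0.794), and *LPAT5* reversed to −0.12 in T/NHS of Col-0. The Kolmogorov-Smirnov value of +/++ genes in *hsfa2* at P + T was 0.0840, and 22 memory genes selected in *cdk8* were non-responsive in Col-0. The shift of all genes by the scaling shows the cause for comparisons with unstressed libraries.
With DESeq2, 7 genes were up in P/NHS in *hsfa2* and 8 in *cdk8*, 26 +/++ genes had a lower interaction in *cdk8* and 1 0/+ gene a higher one by 1 or more, 4 genes were lower at NHS and 1 higher at T in *hsfa2*, and the early HS P + T/T median in *hsfa2* was 0.12 (unadjusted p = 0.0581). With DESeq2's size factors in edgeR, the exact Kolmogorov-Smirnov values of +/++ genes at P + T were 0.0512 in *hsfa2* and 0.0374 in *cdk8*, that of early HS genes in *cdk8* at T 0.0163, and the difference of 0/+ genes in *cdk8* at T reversed to −0.10 (p = 1).
With each genotype fitted alone, *cdk8* had 111 genes down in P + T/T and 3 up in P/NHS, 15 genes were lower in *hsfa2* at T, and the early HS median in *hsfa2* at T was −0.051 (unadjusted p = 0.0430). With no filter beyond 1 read, 5 and 8 genes were up in P/NHS in *hsfa2* and *cdk8*. With a mean CPM of at least 1, where fewer genes are tested, 17 +/++ and 31 0/+ genes were lower by 1 or more in *cdk8* and 1 0/+ gene higher. In *hsfa2* the genes higher than in Col-0 were 0 at NHS, 1 at P, 0 at T and 40 at P + T, and in *cdk8* 115, 145, 236 and 178. The Kolmogorov-Smirnov value of +/++ genes in *cdk8* at P + T was 0.0447. With the Dataset EV1 lists, 1 0/+ gene was higher by 1 or more in *cdk8*.
With the replicate number as a block, 7 genes were up in P/NHS in *hsfa2*, 24 +/++ genes had a lower interaction in *cdk8*, 46 genes were higher in P + T/T and 65 in T/NHS in *cdk8*, 4 and 14 genes were lower in *hsfa2* at NHS and T, and the Kolmogorov-Smirnov value of +/++ genes in *hsfa2* at P + T was 0.0537. Among named genes, 3 values became significant with this block (*MIPS2* in *cdk8* 0.00694, *LPAT5* in *hsfa2* at T, and *HSFA2* in *cdk8* at P + T 0.0454), and the block changed no other call. Of the 4 splits that part as many pairs as the real one, 1, the real one, gave as many genes. The exception was *cdk8* P/NHS, where the real split gave 0 genes in these fits, so that all 4 count as large.
Of the added settings, library size alone on the lists derived with TMM changed the medians (unadjusted p) of early HS genes in P + T/T to 0.095 (0.221) in *hsfa2* and 0.061 (0.263) in *cdk8*, and of 0/+ genes in T/NHS to −0.14 (0.149) and −0.049 (0.484). For 0/+ genes in *hsfa2* it gave −0.12 (0.0627) at T and −0.046 (0.335) at P, and for +/++ genes in *cdk8* at P −0.079 (0.128). Reversed were 0/+ genes in *cdk8* at T (0.044) and P (0.015), and early HS genes at P in *hsfa2* (0.0022) and *cdk8* (0.035). CPM scaled by TMM gave exact Kolmogorov-Smirnov values in *cdk8* of 0.0277 for +/++ genes at P + T and 0.0309 for early HS genes at T, and the 0/+ difference at T reversed to −0.09 (p = 1). With each library as a separate value, the *cdk8* values were 6.04e-06 for +/++ and 0.000381 for 0/+ genes at P + T, and 0.00119 and 0.0184 for early HS genes at T and P + T. With the Dataset EV1 lists as well they were 1.36e-06, 0.00193, 0.00235 and 0.0271. The added rules for non-responsive genes moved no count beyond 1.5 times.
Across the 36 fits that each left out 1 library, 150 results kept their call and 51 changed. Counts ranged as follows. Col-0 P/NHS up, 27 to 43 (27 without Col-0 P replicate 3). In *hsfa2*, P + T/T up 149 to 297 (without T replicate 3) and down 72 to 199 (without T replicate 3, P + T replicate 1 or 3), and P/NHS up 1 to 4. In *cdk8*, P + T/T down 86 to 187 (without T replicate 3) and P/NHS up 3 to 8. Higher interactions by 1 or more ranged from 0 to 2 for +/++ and 0 to 1 for 0/+ genes in *hsfa2*, and 0 to 5 and 1 to 5 in *cdk8*. Lower +/++ interactions in *cdk8* ranged from 7 to 19 (without P + T replicate 2). Over all genes, interactions in *hsfa2* ranged from 6 to 15 higher in P + T/T (without Col-0 P + T replicate 1), and 0 to 1 higher and 0 to 1 lower in T/NHS. In *cdk8* they ranged from 19 to 33 higher in P + T/T (without Col-0 or *cdk8* P + T replicate 1) and 36 to 80 higher in T/NHS (without Col-0 T replicate 3 or *cdk8* NHS replicate 1). Relative to Col-0, *hsfa2* had 1 to 2 higher and 1 to 3 lower genes at NHS, 2 to 7 higher at P, and 0 to 2 higher and 4 to 12 lower at T. *cdk8* had 124 to 209 higher at NHS (without Col-0 NHS replicate 2). Memory genes selected in the mutant and non-responsive in Col-0 ranged from 19 to 43 in *hsfa2* (without T replicate 3) and 22 to 52 in *cdk8* (without T replicate 3).
In the same fits, the early HS P + T/T median ranged from 0.10 to 0.16 in *hsfa2* and from 0.10 to 0.16 in *cdk8*. The 0/+ median in *hsfa2* ranged from −0.17 to −0.083 in T/NHS and −0.13 to −0.037 at P. The early HS median in *hsfa2* at T ranged from −0.084 to −0.014 (unadjusted p = 0.0290 at its lowest, without Col-0 T replicate 3 or *hsfa2* T replicate 1). At P in *cdk8*, the +/++ median ranged from −0.16 to −0.12 (up to 0.0512 without P replicate 3) and the early HS median from −0.035 to 5.13e-15 (without Col-0 P replicate 3 or *cdk8* P replicate 2). The *XTR6* interaction in *cdk8* ranged from −0.64 to 0.069. Kolmogorov-Smirnov values of +/++ genes at P + T ranged from 0.00406 to 0.0560 in *hsfa2* and 0.0197 to 0.256 in *cdk8*, and that of early HS genes in *hsfa2* at T was 1 to 1, with its difference reversed without *hsfa2* T replicate 3. Of the 51, 17 were single genes (12 weaker, 4 stronger, 1 reversed).
Among single genes, library size alone took the significance from *APX2* in *hsfa2* at T (adjusted p = 0.0593), *XTR6* in T/NHS of Col-0 (0.156) and in its T/NHS interaction in *cdk8* (0.0586), *LPAT5* in P + T/T of *hsfa2* (0.122), *LACS9* in T/NHS of Col-0 (0.184) and *HSFA3* in its P + T/T interaction in *hsfa2* (0.0783). Fitting each genotype alone took it from *HSFA2* in *cdk8* at T (0.0656), *HSFA1E* (0.0964) and AT2G02630 (0.0589) in *cdk8*, and AT2G47560 (0.0793) and the P + T/T value of *LPAT5* in *hsfa2*. Without a filter beyond 1 read it was lost for AT1G61610 (0.0585) and for the same value of *LPAT5*. DESeq2 made *MIPS2* in *cdk8* and *LPAT5* in *hsfa2* at T significant, library size alone the former and each genotype alone the latter.
A version on nuclear genes alone was not run, since the counts hold no organellar genes. Depth limits fold changes mainly for genes near 3 counts.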

Differences from the paper's values

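The settings with each library as a separate value, and those with the whole class rule in the mutant, were chosen only after the result was seen. Of 47 values compared, 40 were within the margin set for them and 7 were not. All 7 are Holm-adjusted p-values of two-sided Kolmogorov-Smirnov tests between a mutant and Col-0, computed here as exact tests on 1 mean per gene.
For +/++ genes at P + T the paper's value is 1.38964e-07 in *hsfa2* against 0.0421 here, and 1.36052e-06 in *cdk8* against 0.125 here. For +/++ genes at T in *cdk8* the paper's value is 0.0666557 against 1 here. For 0/+ genes at P + T the paper's values are 1.62434e-09 in *hsfa2* and 0.000161569 in *cdk8*, against 0.0180 and 0.308 here. For early HS genes in *cdk8* the paper's values are 2.49018e-05 at T and 0.0002745 at P + T, against 0.504 and 1 here. None of the alternatives set before the data were examined closed any of these gaps.
With each library counted as a separate value and the lists of the paper's Dataset EV1, a setting chosen after seeing the values, the *cdk8* value for +/++ genes at P + T was 1.36e-06, equal to the paper's. The *hsfa2* value was 3.11e-07, the value for *cdk8* at T 0.128, those for 0/+ genes 8.16e-09 and 0.00193, and those for early HS genes in *cdk8* 0.00235 at T and 0.0271 at P + T. Under this setting 29 of 36 comparisons were within a factor of 3 of the paper's, against 16 of 36 for the exact test on means. Libraries of the same group are not independent values of a gene, so these p-values are no exact tests of 3 against 3 libraries.
For non-responsive genes, the paper's counts are 116 and 165 in *hsfa2* and 92 and 157 in *cdk8* (+/++ and 0/+), and its shares common to both mutants are 53% and 76%. The numbers here were 111 and 140 in *hsfa2* and 77 and 114 in *cdk8*, with shares of 50.4% and 59.7%. Each is lower than the paper's value. They count as within the margin, which therefore does not mean equal values. With DESeq2, the Dataset EV1 lists and a gene counted as non-responsive when the mutant's own calls in all 3 contrasts do not put it in the same class, a setting chosen after seeing the values, the counts were 118 and 165 in *hsfa2* and 92 and 157 in *cdk8*, and the shares 53.3% and 76.0%. With edgeR and the lists derived here this rule, also chosen after seeing the values, gave 118 and 149 in *hsfa2*, 99 and 146 in *cdk8*, and shares of 58.4% and 75.6%. With DESeq2, these lists of the paper and P + T/T alone, chosen after seeing the values as well, the counts were 108 and 156 in *hsfa2* and 67 and 123 in *cdk8*, with genes that have no adjusted p-value in DESeq2 counted as not up-regulated.
The paper describes the expression of memory genes as reduced in the mutants after P + T and not after the other treatments. Here the +/++ genes were also lower at T, by a median of −0.35 in *hsfa2* and −0.45 in *cdk8*, and at P by −0.21 and −0.12 (−0.14 and −0.11 with genes at or below 3 counts in every library of a group set to that bound). The *cdk8* value at P was not significant under an estimated correlation between genes (camera in limma, adjusted p = 0.207) or on the same genes with library size alone (median −0.079, fry in limma, unadjusted p = 0.128), and its medians per library did not separate from Col-0 (two-sided exact permutation p = 0.7). At T the 0/+ genes were lower by a median of −0.13 in *hsfa2* and −0.18 in *cdk8*. The *cdk8* value reversed to 0.044 on the same genes with library size alone. By the Kolmogorov-Smirnov test, the kind used in Fig. 4C, neither list differed significantly from Col-0 at T in either mutant (unadjusted p at least 0.237). By this test the results at T do not differ from the paper's description. The +/++ list derived with edgeR has 145 genes of the paper's 152, and the list from DESeq2 has 151 of them.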

Other observations

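The tests of the overlap and of the shared Col-0 libraries were chosen only after the result was seen, and those of the *cdk8* library at P before.
The overlap of non-responsive genes was compared with what the numbers in each mutant give alone. It was larger for +/++ genes (two-sided Fisher's exact p = 0.0173) and not for 0/+ genes (p = 0.530). The same calculation on the paper's counts gives 51.0% of +/++ and 76.9% of 0/+ genes, beside the paper's 53% and 76%. For 0/+ genes the shared percentage is therefore what independent losses of this size give. For +/++ genes the overlap derived here is larger, 63 genes against 56.2 expected. In simulated data without an effect, shared Col-0 libraries gave a mean of 2.92 times the expected number (range 2.33 to 3.82). Only 20.9% of +/++ genes were non-responsive in each mutant there, so this ratio cannot be carried over to the observed numbers. The shared Col-0 libraries stay a candidate explanation for the excess.
The correlation of the interactions across genes was tested against shared Col-0 libraries, which alone gave a mean of 0.519 for +/++, 0.561 for 0/+ and 0.484 for early HS genes in simulated data. The observed correlations of both memory lists did not exceed this. In the simulated mutants all spread between genes is chance, whereas the observed lists also hold differences from Col-0. The simulated values are therefore no benchmark for the observed ones. How much the shared Col-0 libraries contribute to them stays open. For early HS genes the observed value of 0.620 was above the simulated range. The share of genes with both interactions below 0 was 42.2% for +/++ and 48.4% for 0/+ genes in simulated data. This was below the observed 117 of 152 and 151 of 171 genes, so shared libraries without an effect do not give these shares. Interactions below 0 numbered 138 in *hsfa2* and 125 in *cdk8* for +/++ genes, and 160 and 159 for 0/+ genes. Numbers this high in each mutant give a high joint share by themselves. It is therefore no evidence of a common response gene by gene.
In *cdk8* P replicate 1, heat-stress genes were higher than in the other replicates. Over 71 genes of at least 200 CPM after HS, the median excess was 0.406% of their level after HS. For 41 genes of moderate level the pooled excess was 0.441%, with 0.319% in the next library, *cdk8* NHS replicate 3. A small share of a heat-stressed library in this library is a candidate explanation. Expression retained after the first HS would follow the share retained in Col-0, but the correlation across 112 genes was −0.279.
At P relative to NHS few genes were called in the mutants, 2 up and 1 down in *hsfa2* and 5 up and 0 down in *cdk8* (1053 and 927 genes in either direction at an unadjusted p-value under 0.05). In the fits of the splits, which called fewer genes, the real split gave 1 gene in *hsfa2* and 0 in *cdk8*. Other splits gave up to 5 and 3 genes. As large as the real split were 2 of 10 in *hsfa2*, and in *cdk8* all 10, since a count of 0 cannot be undercut. Between *hsfa2* and Col-0, 2 genes were higher and 2 lower at NHS, 4 and 32 at P, 2 and 9 at T, and 61 and 296 at P + T. In the fits of the splits the real one gave 2 genes at NHS and 4 at T. There 2 of 10 splits were as large, with up to 5 and 6 genes. At P and P + T the real split gave 32 and 350 genes and was the only 1 of 10 as large. In *cdk8* 314 genes were higher and 1250 lower at P + T (529 and 1007 with library size alone, and 1 of 10 splits as large). For T/NHS, P + T/P and P + T/T in each genotype, the real split was also the 1 of 10 with as many genes. Splits of 3 against 3 libraries cannot give a share below 1 of 10.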
